# The Sesquiterpene Lactone-Rich Fraction of *Inula helenium* L. Enhances the Antitumor Effect of Anti-PD-1 Antibody in Colorectal Cancer: Integrative Phytochemical, Transcriptomic, and Experimental Analyses

**DOI:** 10.3390/cancers15030653

**Published:** 2023-01-20

**Authors:** Jaemoo Chun, Sang-Min Park, Minsung Lee, In Jin Ha, Mi-Kyung Jeong

**Keywords:** *Inula helenium* L., sesquiterpene lactone, colorectal cancer, transcriptome, immunotherapy, tumor microenvironment

## Abstract

**Simple Summary:**

Alantolactone and isoalantolactone—active sesquiterpene lactones of *Inula helenium* L.—have been reported to suppress tumor growth and modulate immune function; however, the potential for these compounds to regulate cancer immunity is unknown. In this study, a combination of phytochemical, transcriptomic, and experimental analyses was used to identify the potential target of active *I. helenium* compounds in colorectal cancer. Our integrative analysis demonstrated that the sesquiterpene lactone-rich fraction of *I. helenium* (SFIH) significantly enhanced the antitumor effect of anti-PD-1 antibody by reducing tumor growth and increasing the survival time of mice. Specifically, SFIH combined with anti-PD-1 antibody significantly increased the proportion of cytotoxic T lymphocytes and M1-like macrophages. Pathway enrichment analysis revealed that combination therapy activated immune-related pathways to a greater extent than monotherapy. Our results provide a paradigm to identify the SFIH therapy in combination with immune checkpoint inhibitors as an integrative perspective of drugs, targets, and pathways.

**Abstract:**

Treatment strategies combining immune checkpoint inhibitors with sesquiterpene lactones have attracted much attention as a promising approach for cancer treatment. We systemically analyzed gene expression profiles of cells in response to two major sesquiterpene lactones, alantolactone and isoalantolactone, and determined whether the sesquiterpene lactone-rich fraction of *Inula helenium* L. (SFIH) enhances the antitumor effect of anti-PD-1 antibody in MC38 colorectal cancer-bearing mice. Gene expression and pathway analysis using RNA sequencing data were used to identify the SFIH-driven combined activity with anti-PD-1 antibody. The results showed that SFIH significantly enhanced the antitumor effect of anti-PD-1 antibody by reducing tumor growth and increasing the survival time of mice. Specifically, SFIH exhibited antitumor activity when combined with anti-PD-1 antibody, and the effects were further enhanced compared with monotherapy. An analysis of immune cells indicated that combination treatment with SFIH and anti-PD-1 antibody significantly increased the proportion of CD8^+^ T cells. Moreover, combination treatment enhanced antitumor immunity by decreasing the population of myeloid-derived suppressor cells and increasing the number of M1-like macrophages. Pathway enrichment analysis revealed that combination therapy activated immune-related pathways to a greater extent than monotherapy. In conclusion, our integrative analysis demonstrates that SFIH enhances the response of murine tumors to anti-PD-1 antibody. These findings provide insight into developing integrative therapeutics and molecular data for the use of natural products as an adjunct treatment for colorectal cancer.

## 1. Introduction

Colorectal cancer (CRC) is the third leading cause of mortality worldwide and is a major public health problem. There were 1.93 million newly diagnosed CRC cases and 0.94 million CRC-associated deaths in 2020, which accounts for 10% and 9.4% of cancer incidence and deaths, respectively [1]. Standard treatment for CRC includes surgery, radiotherapy, chemotherapy, and targeted therapy [2]. However, despite improvements in CRC treatment and the favorable responses occurring in early-stage patients, these treatments are not very effective in advanced-stage patients, who experience metastasis and recurrence and have a poor 5-year survival rate [3]. Therefore, the development of novel treatments is needed to improve the outcome of advanced-stage CRC patients. Recently, immunotherapy with immune checkpoint inhibitors (ICIs), represented by anti-PD-L1 and anti-PD-1, have been successfully used for the treatment of various metastatic cancers including melanoma, lung, head and neck, bladder, and CRC with high microsatellite instability (MSI) [4]. However, CRC patients with microsatellite stability (MSS), which represents the majority of CRC cases, do not respond to immunotherapy [5]. Recently, an immunosuppressive microenvironment was considered to play a role in the response of CRC with MSS to immunotherapy [6]. The absence of immune-activating cells, an increase of immunosuppressive cells, and an abnormal tumor extracellular matrix may create an immunosuppressive microenvironment that eventually results in the failure of ICI therapy [7]. Therefore, it is necessary to develop effective therapeutic strategies to circumvent this limitation and enhance the efficacy of ICI treatment.

Sesquiterpene lactones are naturally occurring secondary metabolites. They are abundant in plant-derived natural products and are primarily found in the Asteraceae family [8]. They are characterized by the presence of an α-methylene-γ-lactone functional group, which readily reacts with nucleophiles within cells [9]. Because of their structural diversity, sesquiterpene lactones exhibit a wide range of biological activities including anti-inflammatory, anticancer, and immunomodulatory effects [10]. Recently, they have gained interest in the field of cancer immunity. Several studies demonstrated that sesquiterpene lactones, such as atractylenolide I [11], artemisinin [12], and mecheliolide [13], regulate cancer immunity and enhance the response to ICI therapy, suggesting that they may be useful immunotherapeutic agents. As sesquiterpene lactones are the source for the development of anticancer drugs, the beneficial roles of plant-derived natural products containing sesquiterpene lactones have become evident in cancer-related diseases. However, there have been few studies related to cancer immunity. In addition, the observed therapeutic effects may occur from components other than the sesquiterpene lactones, making it difficult to clarify the pharmacological effects of sesquiterpene lactones in an unpurified form.

*Inula helenium* L. (Elecampane), a member of the Asteraceae family, is native to Southern and Eastern Europe with widespread distribution in North America and Asia [14]. This plant is rich in sesquiterpene lactones, primarily alantolactone and isoalantolactone [15], which exhibit anticancer activity, including inhibition of drug resistance [16] and metastasis [17] as well as the induction of apoptosis [18]. However, studies examining the immune regulatory effects of *I. helenium* in cancer are limited. Therefore, in the present study, we determined the effect of *I. helenium* on enhancing the efficacy of immunotherapy and its underlying mechanism.

## 2. Materials and Methods

### 2.1. Chemicals and Reagents

Dulbecco’s modified Eagle’s medium (DMEM) and fetal bovine serum (FBS) were obtained from Gibco (Grand Island, NY, USA). Matrigel was purchased from Corning, Inc. (Corning, NY, USA). Anti-mouse PD-1 antibody (clone RMP1-14) and isotype control IgG2a antibody were obtained from BioXCell (West Lebanon, NH, USA). Anti-CD3 (#ab16669) and anti-TGF-β1 (#ab215715) antibodies were purchased from Abcam (Cambridge, MA, USA). Anti-CD8 (#98941) and anti-F4/80 (#70076) antibodies were purchased from Cell Signaling (Beverly, MA, USA). Anti-granzyme B antibody (#14-8822-82) was purchased from Invitrogen (Carlsbad, CA, USA). PE/Cy7 anti-CD3 (#552774), BV605 anti-CD8 (#563152), BV711 anti-CD4 (#563050), APC anti-CD335 (NKp46) (#137608), APC/Cy7 anti-CD45 (#103116), BV421 anti-CD11b (#562605), APC anti-GR-1 (#108412), PE/Cy7 anti-F4/80 (#123114), Alexa488 anti-MHC Class II (#107616), PE anti-CD206 (#141706), and TruStain FcX™ PLUS (#156604) antibodies were purchased from Biolegend (San Diego, CA, USA).

### 2.2. Preparation of the Sesquiterpene Lactone-Rich Fraction of I. helenium (SFIH)

The root of *I. helenium* was purchased from Naemome Dah (Ulsan, Korea), extracted with methanol for 12 h, and sonicated for 2 h at room temperature. The methanol extract was filtered, evaporated under reduced pressure, suspended in distilled water, and partitioned with *n*-hexane to obtain a hexane fraction. The hexane fraction was concentrated at room temperature using a rotary evaporator under vacuum for the efficient and gentle removal of solvent from the fraction. We designated this product SFIH. SFIH was dissolved in 1% DMSO + 1% Tween 80 in saline for in vivo studies.

### 2.3. Qualitative and Quantitative Analysis of Major Sesquiterpene Lactones in SFIH

Chromatographic analysis of SFIH was done to identify specific sesquiterpene lactones, including the quantitation of alantolactone and isoalantolactone. SFIH was shaken with ethanol at 20 mg/mL using a vortex mixer for 30 s and sonicated for 10 min. The supernatants were filtered through a 0.2 μm hydrophilic polytetrafluoroethylene syringe filter (Thermo Fisher Scientific, Sunnyvale, CA, USA). Finally, the filtrate was diluted to 0.5 mg/mL and transferred to an LC sample vial for analysis. Chromatographic separation followed by diode array detector and mass spectrometry analysis was done using a Thermo Scientific Vanquish UHPLC system (Thermo Fisher Scientific) with an Acquity UPLC HSS T3 column (2.1 mm × 100 mm, 2.7 μm; Waters, Milford, MA, USA) coupled to a TripleTOF 5600^+^ mass spectrometer (QTOF MS/MS, SCIEX, Foster City, CA, USA). The QTOF MS was equipped with an electrospray ionization (ESI) source in positive ion mode to complete the high-resolution experiment. The elution program for UHPLC separation included 0.1% formic acid in water as eluent A and methanol as eluent B as follows: 0–7 min; 20–50% B, 7–15 min; 50% B, 15–20 min; 50–100% B, 20–23.5 min; 100% B, and equilibration with 20% B for 4 min at a flow rate of 0.4 mL/min. The column temperature was at 25 °C and the auto-sampler was maintained at 4 °C. The injection volume of each sample solution was 2 μL. Data acquisition and processing for qualitative analysis were carried out using Analyst TF 1.7, PeakVeiw 2.2, and MasterView (SCIEX, Foster City, CA, USA). The MS/MS data for qualitative analysis were processed using PeakView 2.2 and MasterView 1.1 to identify putative metabolites based on accurate mass and isotope distribution. The identification of sesquiterpene lactones in SFIH was done using UPLC-ESI-QTOF MS/MS in positive ion mode and concurrent quantitative determination of alantolactone and isoalantolactone in SFIH was done using UPLC-UV at 210 nm. The representative base peak chromatogram of SFIH is shown in Figure 1. Six sesquiterpene lactones were identified in SFIH. Isoalantolactone (4) and alantolactone (5) were identified by comparison with the retention time and fragmentation patterns of reference standards. Saussureamine A (1), parthenolide (2), and igalan (3) were detected and putatively identified by matching the MS/MS fragment ions with our in-house MS/MS library, the GNPS online database, and previous reports [19,20] (Table 1). Among the sesquiterpene lactones, the two major components, isoalantolactone and alantolactone, were measured using regression equations of the calibration curve with a correlation coefficient (*R*^2^) >0.999 (Table 2 and Figure S1). The calibration curves plotted for the concentration range of 5–500 μg/mL for isoalantolactone and 1–500 μg/mL for alantolactone in SFIH are also presented. Finally, isoalantolactone and alantolactone content were determined as 322.62 ± 0.64 and 256.71 ± 0.44 mg/g, respectively.

### 2.4. Microarray Data Analysis

The gene expression profiles induced by alantolactone and isoalantolactone treatment were obtained from the microarray data generated from the MCF-7 cell line [21]. The gene expression profiles were analyzed using the *limma* package (v.3.52.2) in R (v.4.2.1) after normalization by multi-array average. For each phytochemical, differentially expressed genes were selected by thresholds of *p*-values < 0.05 and a fold-change > 1.5. Pathway enrichment analysis was performed using the *enrichR* package (v.3.1). This method identifies biological pathways that are statistically overrepresented more than would be expected by chance in a gene list. The gene set of “BioPlanet_2019”, which is available from the National Center for Advancing Translational Sciences (NCATS) of the National Institutes of Health and consists of 1510 distinct pathways encompassing 9813 genes [22], and the gene set of “KEGG_2021_Human”, which is available from the Kyoto Encyclopedia of Genes and Genomes (KEGG) and consists of 320 distinct pathways encompassing 8078 genes, were used for pathway enrichment analysis.

### 2.5. Animals

Specific pathogen-free 6-week-old female C57BL/6 mice were purchased from Saeron Bio, Inc. (Uiwang, Republic of Korea) and acclimated for 1 week. The mice were housed under controlled environmental conditions of temperature (23 °C), humidity (50%), and a 12-h light/dark cycle. The animals were fed a standard chow diet and provided free access to drinking water. All experimental procedures were approved by the Animal Care and Use Committee of the Korea Institute of Oriental Medicine (Approval number: 21-035).

### 2.6. Cell Culture

MC38 cells were purchased from ABM (Richmond, BC, Canada). MC38 cells were grown in DMEM supplemented with 10% FBS, 100 U/mL penicillin, and 100 μg/mL streptomycin at 37 °C in a humidified atmosphere containing 5% CO_2_.

### 2.7. Tumor-Bearing Mice and Treatment

Tumor-bearing mice were established by injecting 1 × 10^5^ MC38 cells into the right flank subcutaneously of C57BL/6 mice. When the tumor volume reached >50 mm^3^, the mice were divided into four groups (*n* = 7/group) and intraperitoneally injected with 50 mg/kg SFIH daily and/or 200 μg PD-1 antibody two times a week. Control mice were injected with the same volume of saline containing 1% DMSO and 1% Tween 80 and IgG2a antibody. Tumor volume was measured 2 to 3 times a week using calipers and calculated by the following formula: length × width^2^ × 1/2. The body weight and survival of mice were monitored during the experiments. Tumors were dissected, weighed, and dissociated for subsequent analysis.

### 2.8. Immunohistochemistry (IHC)

Tumor tissues were fixed in 10% neutral-buffered formalin (Sigma-Aldrich) for 2 days and processed into paraffin blocks. Paraffin-embedded sections (4-μm thick) were boiled in Tris–EDTA antigen retrieval buffer and incubated in 3% H_2_O_2_ for 10 min. Nonspecific antibody binding was blocked using Super Block (AAA125, ScyTek, UT, USA). The slides were then incubated overnight at 4 °C with primary antibody, including CD3 (1:500), CD8 (1:800), granzyme B (1:300), F4/80 (1:600), TGF-β1 (1:500), and Ki67 (1:600). The following steps were performed using the Polink-2 HRP Plus Rabbit DAB Detection System (GBI Labs, Bothell, WA, USA). The stained slides were cover-slipped using Leica MM24 mounting medium (Leica Biosystems, Richmond, IL, USA) and scanned using Pannoramic DESK (3DHistech, Budapest, Hungary).

### 2.9. Flow Cytometry Analysis

Immune population analysis was done by flow cytometry. Tumor tissues were dissociated using a mouse tumor dissociation kit and a gentle MACS Dissociator (Miltenyi Biotec, Bergisch Gladbach, Germany). Spleens were dissociated by gentle grinding with a syringe plunger. The cells were treated with RBC lysis buffer (Biolegend), suspended in a cell staining buffer (Biolegend), and blocked by nonspecific staining with TruStain FcX™ PLUS. The cells were then incubated for 30 min (4 °C in the dark) with fluorescence-conjugated antibodies (1:100) specific for the lymphocyte markers anti-CD45, anti-CD3, anti-CD8, anti-CD4, and anti-NKp46, and the monocyte markers anti-CD45, anti-CD11b, anti-GR-1, anti-F4/80, anti-MHC Class II, and anti-CD206. Finally, the cells were analyzed using a BD LSRFortessa™ X-20 flow cytometer (BD Biosciences, San Jose, CA, USA) with FlowJo software (BD Biosciences).

### 2.10. RNA Sequencing Data Analysis

Total RNA was isolated from tumor tissues using TRIzol (Invitrogen) following the manufacturer’s protocol. The RNA quality was assessed using a Bioanalyzer 2100 System (Agilent Technologies, Santa Clara, CA, USA). RNA concentration was measured using a NanoDrop ND-2000 (Thermo Fisher Scientific). The cDNA libraries were constructed using the QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen, Inc., Vienna, Austria) and sequenced on a NextSeq 500 (Illumina Inc., San Diego, CA, USA) to generate single-end 75 bp reads according to the manufacturer’s instructions. From the raw count, transcripts per million (TPM) were calculated to determine gene expression levels in R (v.4.2.1). Clustering analysis with t-distributed stochastic neighbor embedding (tSNE) was performed with the *Rtsne* package (v.0.16). Principal component analysis (PCA) was performed with the *DESeq2* package (v.1.36). Gene set enrichment analysis (GSEA) was done using the *fgsea* package and the hallmark gene set and Gene Ontology (GO) terms from the Molecular Signature Database (MSigDB). GSEA results for the GO terms were summarized and visualized in a simplified network by the EnrichmentMap application (v.3.3.4) in Cytoscape (v.3.9.1).

### 2.11. Statistical Analysis

Statistical analysis was performed using Graphpad Prism 8 software. Data with error bars represent the mean ± standard deviation (SD), except for tumor volume and weight, which represents the mean ± standard error of the mean (SEM). Statistical analysis of significance was based on a two-tailed Student’s *t* test. Animal survival was determined using Kaplan–Meier survival curves and analyzed by the Gehan–Breslow–Wilcoxon test. A value of *p* < 0.05 was considered statistically significant. Statistical analysis of transcriptome data of microarray and RNA sequencing was performed using R packages *limma*, *enrichr*, *DESeq2*, and *fgsea* for differentially expressed genes (DEGs), pathways enrichment analysis, and GSEA. Adjusted *p*-values (*padj*) were obtained from *p*-values by multiple testing corrections via false discovery rate (FDR) estimation.

## 3. Results

### 3.1. Identification of SFIH Target Genes and Pathway Enrichment Analysis

Transcriptomics provides powerful data for analyzing the biological effects of small molecules [23]. To identify target pathways regulated by SFIH, we first examined the key ingredients of SFIH, which consist predominantly of alantolactone and isoalantolactone. Because studies of known targets of alantolactone and isoalantolactone are limited, we analyzed the genome-wide effects of these two molecules using the drug-induced transcriptome dataset generated by treatment of MCF-7 cells with phytochemicals obtained from herbal medicines [21]. From the data involving the response to alantolactone and isoalantolactone treatment, we identified a set of DEGs (Figure 2A). The DEGs for the two molecules overlapped one another (Figure 2B). Pathway enrichment analysis for the combined DEGs using the BioPlanet gene set indicated that several immune-related pathways, including interferon signaling, were significantly associated with alantolactone and isoalantolactone treatment (Figure 2C). The activation of interferon signaling has a crucial role in regulating the tumor microenvironment to provide favorable conditions for PD-1 blockade [24,25]. Pathway enrichment analysis using the KEGG gene set for the combined DEGs focused on immune-related diseases (Figure S2). In addition, the DEGs of the two molecules were also associated with the transforming growth factor (TGF)-β signaling pathway, which impairs antitumor immune response such as antigen presentation and T cell infiltration in the tumor microenvironment, causing a limited response to ICIs [26,27]. These results indicate that SFIH may contribute to a better response to ICI treatment by modulating immune-activating or immunosuppressive conditions in the tumor microenvironment.

### 3.2. SFIH Combined with Anti-PD-1 Antibody Suppresses Tumor Growth and Results in Improved Survival of MC38 Tumor-Bearing Mice

The above findings prompted an in vivo study to evaluate the immunomodulatory effects of SFIH combined with PD-1 blockade in the tumor microenvironment. To determine whether SFIH exerts a synergistic effect on the antitumor immune response of an anti-PD-1 antibody, C57BL/6 mice were subcutaneously implanted with MC38 cells. SFIH and/or anti-PD-1 antibody were then administered daily and twice a week, respectively (Figure 3A). Tumor growth was not significantly affected by SFIH monotherapy, indicating that SFIH alone is ineffective; however, treatment with anti-PD-1 antibody resulted in a significant reduction of tumor volume, whereas a marked reduction was observed with SFIH plus anti-PD-1 (Figure 3B,C), suggesting that SFIH confers immune remodeling to inhibit tumor growth. MC38 tumor weight was also further decreased in the combination group (Figure 3D). No significant decrease was observed in body weight in either group (Figure 3E). Next, we determined the effect of combined treatment on overall survival. The control group survived for a median of 29 days, whereas the SFIH group did not survive any longer. However, the combination treatment group survived significantly longer compared with the anti-PD-1 (median 40 days, *p* < 0.05) and SFIH (median 29 days, *p* < 0.001) groups, suggesting that it is significantly more effective than either treatment as monotherapy (Figure 3F). Taken together, these results indicate that SFIH enhances the response of anti-PD-1 antibody and may contribute to antitumor immunity in MC38-bearing mice.

### 3.3. SFIH Combined with Anti-PD-1 Antibody Promotes the Infiltration of Immune Cells

To identify immune population differences following combined treatment with SFIH and anti-PD-1 antibody, IHC was performed. As shown in Figure 4, SFIH monotherapy did not affect CD3^+^ and CD8^+^ T cell infiltration and granzyme B levels, although they were increased slightly by anti-PD-1 antibody monotherapy. However, combination treatment resulted in a marked infiltration of CD3^+^ and CD8^+^ T cells and increased the release of granzyme B compared with monotherapy. Furthermore, IHC staining confirmed that combination treatment increased the proportion of macrophages compared with monotherapy. Combination treatment decreased the expression of TGF-β1, which is associated with an immunosuppressive environment, leading to ICI resistance [28]. The correlation of IHC staining intensity and tumor inhibition percentage was performed by Pearson’s correlation coefficient method. The results showed that tumor inhibition positively correlated with CD8, granzyme B, and F4/80, but was inversely linked with TGF-β1 in tumor tissues (Figure S3). Taken together, these results suggest that SFIH combined with anti-PD-1 antibody may promote the infiltration and activity of CD8^+^ T cells and regulate macrophage differentiation in tumor tissues, thereby enhancing tumor response to anti-PD-1 antibody.

### 3.4. SFIH Combined with Anti-PD-1 Antibody Enhances the Antitumor Immune Response by Cytotoxic T Lymphocytes and M1-Like Macrophages

To further explore the immune landscape in MC38 tumor-bearing mice, we analyzed tumor-infiltrating leucocytes (CD45^+^ cells) using flow cytometry in tumor tissues (Figure 5A) and spleens (Figure 5B). SFIH or anti-PD-1 antibody monotherapy did not affect the population of CD8^+^ T cells; however, combined treatment significantly increased the population of CD8^+^ T cells in tumor tissues, which was consistent with the results of IHC. The population of NKp46^+^ innate lymphoid cells (ILCs) showed no differences between the treatment groups. In addition, combined treatment resulted in a decreased population of immunosuppressive myeloid-derived suppressor cells (MDSCs) (CD11b^+^, GR^+^). We further examined the proportion of M1-like macrophages and tumor-associated macrophages (TAMs) to identify the subtype of the macrophages. Combined treatment resulted in an increased population of M1-like macrophages (CD11b^+^, F4/80^+^, MHC Class II^+^, CD206^−^), but did not change the population of TAMs (CD11b^+^, F4/80^+^, MHC Class II^−^, CD206^+^) in tumors (Figure 5C). We confirmed the effect of combined treatment on the systemic immune responses; however, no significant changes were observed in the lymphocyte and monocyte populations between treatment groups (Figure 5D). Collectively, these results suggest that combination treatment of SFIH and anti-PD-1 antibody increases M1-like macrophages in the tumor microenvironment and causes the infiltration of CD8^+^ T cells, thereby enhancing the antitumor effects.

### 3.5. SFIH Combined with Anti-PD-1 Antibody Further Enhanced Antitumor Immune-Related Pathways

To further examine the underlying mechanisms for the enhanced antitumor effect of the combination, an RNA sequencing analysis was done using the MC38 tumor tissues from the four treated groups: control (denoted as “Con”), SFIH monotherapy, anti-PD-1 antibody monotherapy (denoted as “PD”), and combined treatment (denoted as “Comb”). 

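MC38 is a mouse colon carcinoma cell line, and the tumors had been grown under the skin of the right flank of C57BL/6 mice. SFIH was injected intraperitoneally at 50 mg/kg each day and the anti-PD-1 antibody at 200 μg per injection, and the tumors were collected on day 19. For 12 tumors, the authors deposited the number of reads they counted on each gene, without normalization. The labels name 3 tumors in each group, numbered as replicates 1 to 3, with a separate library for each tumor. The libraries were made with the QuantSeq 3′ mRNA-Seq kit, which copies the 3′ end of each transcript, so that the number of reads does not grow with the length of the gene. Genes are listed by symbol, and the paper's text does not name the aligner, the genome build or the annotation behind the counts. Between 7870741 and 12261032 reads per tumor were counted on genes, with a median of 10023350 in Con, 12123162 in SFIH, 9298472 in PD and 10095648 in Comb. The ribosomal RNA precursor Rn45s took between 4.28% and 17.1% of the counts of a tumor. The counts were compared between groups with the quasi-likelihood test of edgeR, after TMM normalization, in a single fit of all 12 tumors that gives the groups a common estimate of the spread. After the removal of genes with low counts, 13464 genes were tested in each comparison. Levels of genes and lists are given as log2(CPM + 1), where CPM is the count scaled to a common library size without TMM unless stated, because counts of 3′ ends were not divided by gene length here, whereas the authors calculated TPM. The paper names DESeq2, limma, enrichr and fgsea for its transcriptome data and does not say which of them compared the tumor groups, so adjusted p-values from DESeq2 are given beside those from edgeR where they change a call.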

Cluster analysis revealed that each of the four groups had distinct expression profiles (Figure 6A and Figure S4). 

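Distances between the 12 tumors were measured on variance-stabilized counts of the 500 most variable genes, the default of the principal component plot in DESeq2. The 4 groups accounted for a share R2 of 0.476 of the squared distances (exact permutation test over the 15400 ways of dividing 12 tumors into 4 groups of 3, one-sided p = 0.0184; the smallest possible p is 6.49e-05). In 9 of the 12 tumors, the nearest other tumor belonged to the same group (same exact permutation test, p = 0.000779). The exceptions were SFIH replicate 1, nearest to Con replicate 3 at a distance of 12.8, Comb replicate 1, nearest to PD replicate 1 at 17.5, and Comb replicate 2, nearest to PD replicate 2 at 26.2. With a block for the replicate number, R2 was 0.559 (exact permutation p = 0.00831). Only 2 of the 12 tumors were then nearest to a tumor of their own group (exact permutation p = 0.615). The block subtracts the mean of the same-numbered tumors. Comb replicate 3, which lay far from all others, thus shifts the other tumors of its number alike. The count of 2 can reflect that single tumor and does not decide on the separation of the groups. The replicate numbers are not stated to pair the tumors. Distances between tumors of the same group were 9.51 to 11.7 in Con, 9.34 to 18 in SFIH, 14.5 to 28.5 in PD and 36.5 to 77.8 in Comb. Comb replicate 3 lay 60.5 from its nearest tumor and at a median distance of 83.9 from the others. The alternative that moved R2 most was the use of t-SNE coordinates, with a median of 0.754 over 100 random seeds, and from 0.175 to 0.86 with 4 to 10 tumors nearest to a tumor of their own group in single seeds. With each tumor left out in turn, R2 was between 0.442 and 0.675 and p between 0.000325 and 0.0599. The p-value was 0.05 or more in 8 of these 12 fits, those without any one of the Con or SFIH tumors, without PD replicate 3 or without Comb replicate 3.

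**Figure D1:**
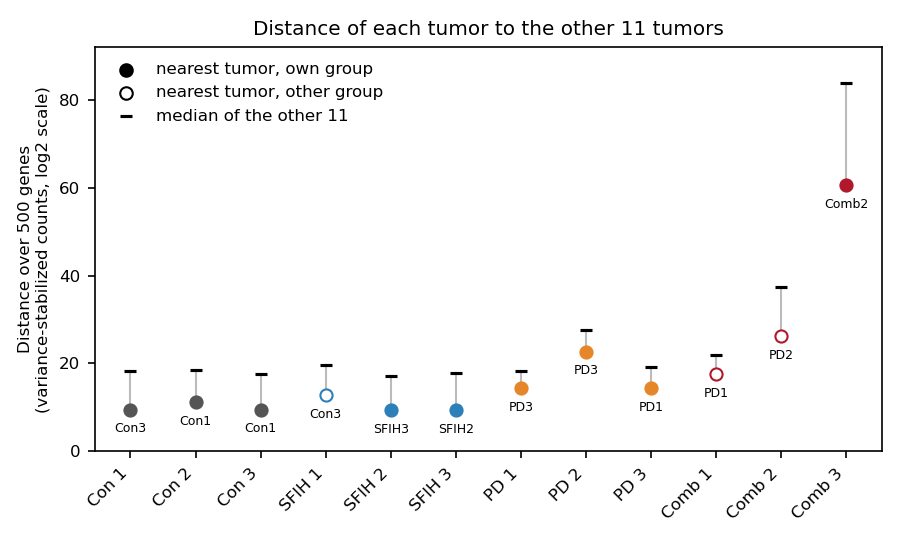
Distance of each tumor to its nearest tumor and its median distance to all other tumors, in units of variance-stabilized log2 counts over the 500 most variable genes, by group. The median distance of Comb replicate 3 was 83.9, and those of the other tumors were between 17.1 and 37.4.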

We found that Ifng and Cxcl9 were increased by the combined treatment, whereas Tgfb2, Vegfa, and Ido2 were decreased (Figure 6B). 

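No gene had an adjusted p-value under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment over the genes tested) between Con and Comb or between PD and Comb, against 3406 and 2424 genes with an unadjusted p under 0.05. The setting that moved these counts most was the fit without Comb replicate 1, with 3943 genes between Con and Comb and 2100 between PD and Comb, while the fit without Comb replicate 3 gave 5 and 0. DESeq2 gave 2056 genes between Con and Comb and 399 between PD and Comb (329 higher, 70 lower), and in a fit without Comb replicate 3, added after the counts were seen, 720 and 25 (6 higher, 19 lower). In simulated counts with 200 changed genes at the dispersion of the 12 tumors, DESeq2 made 46 false calls and edgeR 11. The gene for interferon gamma, Ifng, had 2 to 14 counts in the Con tumors and 14, 92 and 92 in the Comb tumors. Its log2 fold change from Con to Comb was 3.38 (standard error 0.93, adjusted p = 0.0717), and 2 of the 3 Comb tumors lay above all Con tumors (exact permutation test of log2(CPM + 1), two-sided p = 0.2), or 3 of 3 when the levels were scaled by TMM (p = 0.1; 3 tumors against 3 cannot give a p under 0.1). From PD to Comb its log2 fold change was 1.25 (standard error 0.84, adjusted p = 0.414) and rose to 2.02 without PD replicate 2. The level of Cxcl9, which encodes a chemokine induced by interferon gamma, was 6.82 ± 0.70 (SD, n = 3 tumors) in Con, 8.34 ± 0.23 in PD and 8.56 ± 0.84 in Comb. Its log2 fold change was 2.12 from Con to Comb (adjusted p = 0.0665), with 3 of 3 Comb tumors above all Con tumors (exact permutation p = 0.1). From PD to Comb it was 0.58 (adjusted p = 0.447), with 0.98 without Comb replicate 1, 0.22 without Comb replicate 2 and a difference of −0.043 in mean log2(TPM + 1). Vegfa was at 6.45 ± 0.08 in Con, 6.55 ± 0.28 in PD and 5.27 ± 0.79 in Comb, below both other groups in 3 of 3 Comb tumors (exact permutation p = 0.1 for each). Its log2 fold change was −0.86 from Con (standard error 0.28, adjusted p = 0.0951) and −1.07 from PD (standard error 0.28, adjusted p = 0.243). Tgfb2 changed by −0.71 from Con and −0.97 from PD (standard errors 0.36 and 0.37, adjusted p = 0.246 and 0.245), with 3 of 3 Comb tumors below all Con tumors and 2 of 3 below all PD tumors. Ido2 changed by −0.46 from Con and −0.16 from PD, less than the standard error of 0.62 of either value, and its sign depended on single tumors, with 0.019 from Con and 0.31 from PD without Comb replicate 3. Without Comb replicate 1 it was −0.89 from Con and −0.58 from PD, and without PD replicates 1, 2 and 3 it was 0.035, −0.44 and −0.030 from PD. For these 5 genes, the edgeR p-values adjusted over the list alone were 0.00936 (Ifng), 0.00257 (Cxcl9), 0.017 (Vegfa), 0.0982 (Tgfb2) and 0.472 (Ido2) between Con and Comb, and 0.245, 0.245, 0.0138, 0.055 and 0.796 in the same order between PD and Comb. With DESeq2, Ifng and Cxcl9 passed the threshold between Con and Comb (adjusted p = 0.00315 and 0.000169) and Vegfa did so in both comparisons (0.0375 from Con and 0.0313 from PD). Over all alternatives tried, the adjusted p between Con and Comb ranged from 0.00315 to 0.334 for Ifng, 0.000169 to 0.334 for Cxcl9 and 0.017 to 0.347 for Vegfa, and between PD and Comb from 0.0243 to 0.645 for Vegfa.

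**Figure D2:**
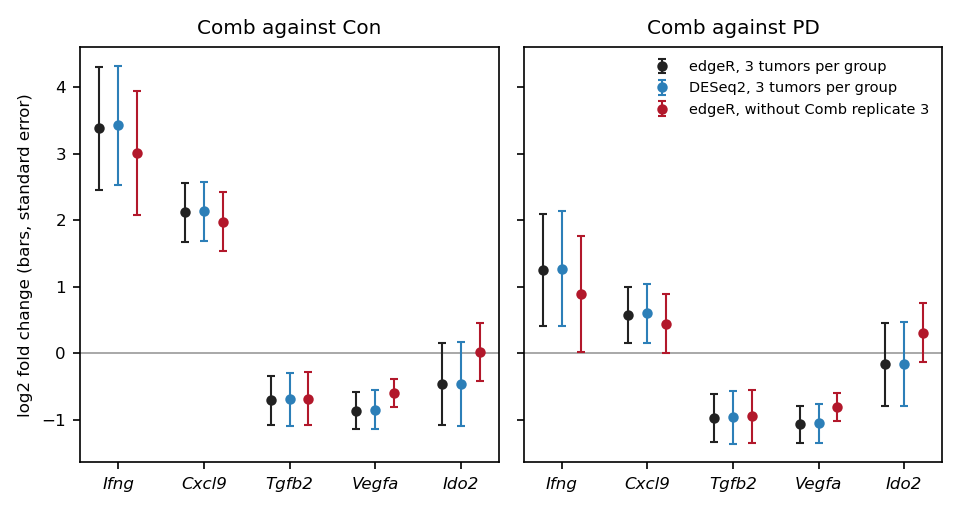
Log2 fold changes of the 5 genes from Con to Comb and from PD to Comb, with standard errors, from edgeR, DESeq2 and edgeR without Comb replicate 3. Ifng and Cxcl9 were higher than in Con in each fit, Vegfa and Tgfb2 were lower than in Con and PD in each fit, and Ido2 without Comb replicate 3 was at 0.019 from Con and 0.31 from PD.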

GSEA was then performed for the three treatment conditions compared with the control, whereas the combined treatment was compared to anti-PD-1 antibody monotherapy using the hallmark gene set. 

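The hallmark gene sets were not used here, and lists of genes for the same processes were written by hand in their place. Of these, 50 genes of the interferon gamma response, 42 of the inflammatory response, 45 of apoptosis and 37 of TGF-β signaling were tested. Genes were ranked by the signed square root of the F statistic from edgeR, and each list was tested with fgsea, which gives a normalized enrichment score (NES) that is positive where the genes were higher in the treated tumors. Adjusted p-values cover the 16 lists tested in each comparison. The interferon gamma response had an NES of 1.48 (adjusted p = 0.0735) in SFIH, 2.46 (1.92e-09) in PD and 2.44 (4.82e-09) in Comb against Con, and in SFIH it passed the threshold without Con replicate 3 (0.0202) or without SFIH replicate 3 (0.0411). For the inflammatory response, the NES was 1.95 (adjusted p = 0.00337) in SFIH, 1.77 (0.00457) in PD and 2.14 (1.53e-05) in Comb. In PD it was 1.38 (adjusted p = 0.13) without Con replicate 2 and −1.13 (0.351) without PD replicate 2, over a range of 1.67e-05 to 0.572 for all alternatives. The apoptosis list did not pass the threshold in any of the 3 treatments, with an NES of 1.16 (adjusted p = 0.399), 0.77 (0.85) and 1.24 (0.18), and in PD its sign was negative without Con replicate 2 (−0.99) or without PD replicate 2 (−1.08). The apoptosis set of the Reactome database, adjusted over the 15 sets chosen beforehand, had an NES of 1.81 (adjusted p = 0.000228) in SFIH, 1.06 (0.412) in PD and 0.97 (0.588) in Comb. In SFIH it did not pass without Con replicate 2 (1.49, adjusted p = 0.0588) or with genes ranked by log2 fold change (1.29, 0.321), and in Comb it was 0.60 without Comb replicate 2. TGF-β signaling had an NES of −1.32 (adjusted p = 0.225) in SFIH, 1.25 (0.261) in PD and −1.24 (0.159) in Comb. It passed the threshold in PD without PD replicate 2 (1.60, adjusted p = 0.025) and in Comb without Con replicate 1 (−1.45, 0.0481) or with the DESeq2 ranking (−1.46, 0.0377), over a range of 0.0241 to 0.594 in PD and 0.0377 to 0.884 in Comb, where ranking by log2 fold change gave 0.68. The Reactome set of the TGF-β receptor complex passed in Comb (−1.83, adjusted p = 0.000947), with −1.95 to −1.54 when each Con or Comb tumor was left out in turn and −1.33 (0.091) with genes ranked by log2 fold change. In SFIH (−1.02, adjusted p = 0.627) and PD (0.64, 0.992) it did not pass, and its sign was reversed without Con replicate 2 (1.15) or SFIH replicate 1 (1.07) in SFIH and without Con replicate 1 (−0.84), Con replicate 3 (−0.84), PD replicate 1 (−0.73) or PD replicate 3 (−0.65) in PD. Of the 5 scores of the hand-written lists past the threshold, those of the interferon gamma and inflammatory responses in Comb also passed it with the rotation test fry (adjusted p = 0.0315 for both), and the other 3 did not (0.143 to 0.911). With camera, all 5 passed at the preset correlation of 0.01 (adjusted p from 2.59e-12 to 0.0229), and none of the 5 passed with the estimated correlation between genes (0.109 to 0.944).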

The results indicated that apoptosis, interferon-gamma response, and inflammatory response were significantly increased following combined therapy, whereas TGF beta signaling was significantly decreased (Figure 6C). 

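Between PD and Comb, the inflammatory response list had an NES of 2.13 (fgsea, adjusted p = 3.93e-05), with 37 of 42 genes higher in Comb and a median log2 fold change of 0.63. For 2 of its genes the adjusted p was under 0.05 adjusted over the list alone, and for 0 over all genes tested, against 13 with an unadjusted p under 0.05. Its mean log2(CPM + 1) was 3.69 ± 0.32 (SD, n = 3 tumors) in PD and 4.07 ± 0.16 in Comb (exact permutation test, two-sided p = 0.2), or 3.70 ± 0.39 and 4.22 ± 0.19 after TMM (p = 0.2). The interferon gamma response list had an NES of 1.65 (adjusted p = 0.0131), with 34 of 50 genes higher in Comb, a median log2 fold change of 0.20 and 0 genes past the threshold adjusted over the list alone (13 unadjusted). The score of this list moved most without Comb replicate 2, to −1.21 (adjusted p = 0.203), and was 1.43 (0.0573) with genes ranked by log2 fold change, over a range of adjusted p from 1.01e-08 to 0.52. For the apoptosis list, the NES of 1.18 did not pass the threshold (adjusted p = 0.245), and it did not under any of the alternatives (adjusted p from 0.118 to 0.524). In this list 28 of 45 genes were higher in Comb, with a median log2 fold change of 0.13 that became −0.053 without TMM, where the median of all genes was −0.16. TGF-β signaling had an NES of −1.78 (adjusted p = 0.00428), and 26 of its 37 genes were lower in Comb (0 past the threshold adjusted over the list alone, 9 unadjusted). Its mean level was lower in each of the 3 Comb tumors than in all PD tumors, by −0.36 on average and −0.20 after TMM (exact permutation p = 0.1 for each, the smallest possible). It lost the threshold without PD replicate 3 (−1.38, adjusted p = 0.0845), without Comb replicate 2 (−1.48, 0.051) and with genes ranked by log2 fold change (−0.998, 0.51), over a range of 0.000632 to 0.51. With fry, TGF-β signaling passed the threshold (adjusted p = 0.0271), and the inflammatory and interferon gamma responses did not (0.133 and 0.325). With camera at the preset correlation of 0.01, the adjusted p was 4.1e-05 for the inflammatory response, 0.045 for the interferon gamma response and 0.0524 for TGF-β signaling, and none of the 3 lists passed with the estimated correlation (0.375 to 0.52). Among sets of the Reactome database, adjusted over the 15 sets chosen beforehand, the TGF-β receptor complex had an NES of −1.75 (adjusted p = 0.0017) and apoptosis 0.62 (0.995), the latter with −0.88 without PD replicate 2, −1.21 without Comb replicate 2 and 1.23 without Comb replicate 3.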

To highlight differences in pathway activity of the combined treatment compared with the anti-PD-1 antibody monotherapy, we performed GSEA using the GO terms. 

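GO terms were not used here, and the gene sets of the Reactome database that come with fgsea were tested in their place between PD and Comb, on genes ranked by the signed square root of F. Of 677 sets with 15 to 500 tested genes, 181 had an adjusted p-value under 0.05, 79 of them higher and 102 lower in Comb (236 sets had an unadjusted p under 0.05). The number moved most without PD replicate 1, to 160, and was 199 without Comb replicate 1, without Comb replicate 2 or with the DESeq2 ranking. Without Comb replicate 3 it was 187, of which 120 were higher and 67 lower, and 107 were shared with the 181. Of the 10 ways to split the PD and Comb tumors into equal groups, 8, the real one among them, gave 181 sets or more. The wrong splits gave 166 to 300, so the number of sets does not separate treatment from chance. Among the 15 sets chosen beforehand, respiratory electron transport was the highest, with an NES of 2.69 (adjusted p = 3.56e-12 over the 15 sets), and the G2/M checkpoints were the lowest, with −2.31 (1.2e-05) and, without Comb replicate 3, −1.47 (0.0505).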

The hundreds of enriched terms associated with the combined treatment are represented in a simplified network by EnrichmentMap, which integrates similar terms into a single node with common keywords (Figure S5). 

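Reactome sets for immune processes were chosen by name before the counts were read, and their p-values between PD and Comb were adjusted over the 15 chosen sets. Chemokine receptors and their chemokines had an NES of 2.24 (fgsea, adjusted p = 1.01e-05), and interferon gamma signaling had 1.92 (0.000336) and stayed between 1.62 and 1.93 with each PD or Comb tumor left out in turn. T cell receptor signaling had an NES of 1.27 (adjusted p = 0.237), which was 1.59 (0.0236) without Comb replicate 1, 1.58 (0.0165) with genes ranked by log2 fold change and −1.12 (0.338) without Comb replicate 3, over a range of 0.0165 to 0.377. Of 8 tested Reactome sets for T cell processes, looked up after the counts were seen and adjusted over all sets, 4 passed and were higher in Comb: interactions between lymphoid and other cells (1.99, adjusted p = 0.000704), costimulation by the CD28 family (1.66, 0.0278), PD-1 signaling (1.75, 0.0296) and the generation of second messengers (1.66, 0.0452). Without PD replicate 1, PD replicate 3 or Comb replicate 3 only the first of these 4 passed, with an NES of 1.65 (adjusted p = 0.0257) without Comb replicate 3, where the others had 0.99, 0.92 and 0.67 in the same order. Antigen presentation by MHC class II had 1.09 (adjusted p = 0.487), or −1.43 (0.0505) without Comb replicate 3. Of 8 tested Reactome sets for antigen presentation, also looked up afterwards, 2 passed with the same 30 genes of class I presentation (1.71, adjusted p = 0.0271 over all sets), while the larger set of 92 genes for class I presentation did not (1.16, 0.447). The number of these 8 sets that passed as higher in Comb was 0 without PD replicate 2, 3 without PD replicate 1 or PD replicate 3 and 6 without Comb replicate 3. For interleukin 1 signaling the NES was −0.94 (adjusted p = 0.644), with a positive sign of 0.87 without Comb replicate 1, 0.55 without Comb replicate 2 and 0.70 with the DESeq2 ranking. A hand-written list of B cell and plasma cell genes had an NES of 1.43 (adjusted p = 0.0988 over the 16 lists) from 5 tested genes, which did not include the immunoglobulin genes, and it passed the threshold without PD replicate 3 (1.62, 0.0283) or without Comb replicate 1 (1.63, 0.0251), over a range of 0.0061 to 0.452.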

The largest connected component of increased terms in the simplified network was primarily focused on the immune response, such as lymphocyte proliferation and activation, antigen presentation, immunoglobulin production, interleukin 1 response, and inflammatory response (Figure 6D). Specifically, the combined treatment was associated with an increase in gene sets involved in T cell activation and T cell-mediated immunity (Figure 6E and Figure S6). 

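A hand-written list of T cell genes, with receptor subunits, activation markers and cytotoxic effectors, stood in for the gene sets of Figure 6E, and 39 of its genes were tested. Between PD and Comb its NES was 2.12 (fgsea, adjusted p = 3.15e-05), and 34 of the 39 genes were higher in Comb, with a median log2 fold change of 0.95. For 0 of these genes was the adjusted p under 0.05 adjusted over the list alone, against 8 unadjusted. Without Comb replicate 3 the NES was 0.82 (adjusted p = 0.771), and over all alternatives the adjusted p was between 3.42e-06 and 0.771. The mean level of the list was 2.34, 3.26 and 4.06 in Comb replicates 1, 2 and 3, and between 2.37 and 3.32 in PD (exact permutation test, two-sided p = 0.7), or 2.32, 3.41 and 4.41 against 2.36 to 3.40 after TMM (p = 0.6). The list passed with camera at the preset correlation of 0.01 (adjusted p = 0.0012) and did not with fry (0.397) or with the estimated correlation in camera (0.52). Only 15 of the 39 genes had more than 50 counts on average in the Con tumors.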

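The gene sets for the response to TGFB1 and for M1 against M2 macrophages were replaced here by hand-written lists, with 45 tested genes that TGFB1 induces and 27 that mark M1-like macrophages. The list of genes induced by TGFB1 had an NES of −1.06 (fgsea, adjusted p = 0.367) between PD and Comb, with 22 genes higher and 23 lower in Comb. Its median log2 fold change was −0.0010, and that of all genes was −0.0029. The score was −1.55 (adjusted p = 0.0275) without Comb replicate 3, 1.11 (0.303) without PD replicate 2 and 1.07 (0.376) without Comb replicate 1, over a range of adjusted p from 0.0275 to 0.912. For the M1-like list the NES was 1.65 (adjusted p = 0.0216), with 20 genes higher and 7 lower in Comb and a median log2 fold change of 0.50. For 0 of the 27 genes was the adjusted p under 0.05 adjusted over the list alone, against 6 unadjusted. The M1-like score did not pass the threshold without PD replicate 1 (1.42, adjusted p = 0.0844), without Comb replicate 2 (1.05, 0.412) or with genes ranked by log2 fold change (1.46, 0.0665), over a range of 4.03e-05 to 0.463. It did not pass with camera at the preset correlation (adjusted p = 0.0524) or with fry (0.325). The M1-like list shares 13 genes with the list of the interferon gamma response.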

For the combined treatment, genes upregulated by TGFB1 were decreased, but genes upregulated in M1 compared with M2 were increased (Figure 6E). These results suggest that the combination treatment modulates macrophage differentiation and facilitates T cell-mediated immunity in the tumor microenvironment. 

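A list of 28 tested genes that mark M2-like macrophages, which shares 0 genes with the M1-like list, had an NES of 2.29 between PD and Comb (fgsea, adjusted p = 1.94e-05). In this list 24 genes were higher and 4 lower in Comb, with a median log2 fold change of 2.45, and 16 had an adjusted p under 0.05 adjusted over the list alone (0 over all genes tested, 19 unadjusted). Without Comb replicate 3, the NES was 1.86 (adjusted p = 0.00217). It passed with camera at the preset correlation of 0.01 (adjusted p = 1.29e-06) and did not with fry (0.272) or with the estimated correlation in camera (0.452), and over all alternatives its adjusted p was between 8.78e-10 and 0.452. The mean level of the M2-like list was 3.13 ± 0.06 (SD, n = 3 tumors) in Con, 3.83 ± 0.61 in PD and 5.21 ± 1.62 in Comb (exact permutation test of PD against Comb, two-sided p = 0.3), or 3.84 ± 0.67 in PD and 5.39 ± 1.83 in Comb after TMM (p = 0.3). From the higher T cell and M1 gene sets and the lower genes induced by TGFB1, the paper proposes that the combination changes how macrophages differentiate and favors immunity mediated by T cells in the tumor. It also has flow cytometry of the tumors, with more CD8-positive T cells and M1-like macrophages after the combination. There the CD206-positive tumor-associated macrophages did not change. Those are shares of cells, and the M2-like list is RNA of the whole tumor.

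**Figure D3:**
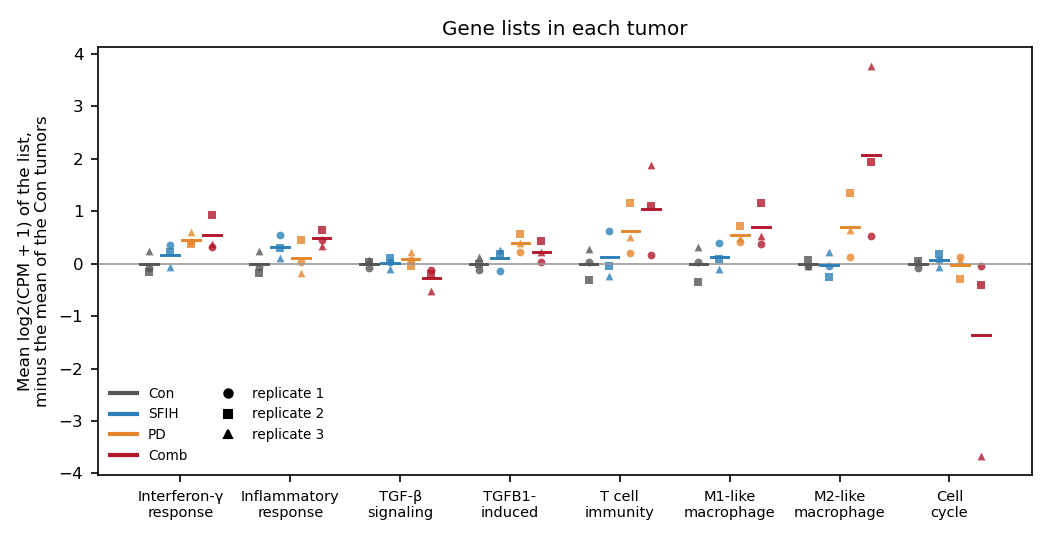
Mean log2(CPM + 1) of 8 gene lists in each tumor, without TMM, relative to the mean of the 3 Con tumors. The M2-like list was at 3.66, 5.07 and 6.89 in Comb replicates 1, 2 and 3 before the mean of Con, 3.13, was subtracted.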

## 4. Discussion

The advent of ICI therapy in oncology has revolutionized cancer treatment and enlarged the field of cancer immunology [29]. ICIs, such as pembrolizumab, nivolumab, and atezolizumab, have significantly increased the overall survival rate of many solid cancers, including non-small cell lung cancer, melanoma, and CRC; however, only a limited number of patients benefit from ICI therapy [30]. To improve the survival and response rates, combining various therapeutic agents with ICI therapy has been evaluated in preclinical and clinical trials [31]. Understanding the role of the tumor microenvironment with respect to the antitumor immune response of ICIs is important [32]. For example, an acidic and hypoxic environment affects T cell metabolism and nutrient deprivation in the tumor microenvironment and inhibits T cell proliferation. MDSCs in the tumor microenvironment express high levels of arginase-1, which decreases arginine levels and inhibits the T cell response [33]. Furthermore, there are many immunosuppressive and immune-evading mechanisms in the tumor microenvironment [34]. Therefore, combination therapy targeting the tumor microenvironment by immunomodulation and remodeling the tumor microenvironment with nutrients represents a novel strategy for CRC treatment [35].

Natural products are considered a valuable resource for the prevention and treatment of cancer; however, their mode of action has yet to be established, although several natural products exert powerful antitumor effects [36]. One major problem is the complexity of the components. Because numerous compounds influence the overall pharmacological effect, a comprehensive analysis of the components is required [37]. Studies on the pharmacological effect of natural products have focused only on the entire chemical components of natural products and/or extracts. Because the amount of the individual compounds responsible for pharmacological activity may be limited, screening natural products for active components is challenging. Therefore, it is necessary to identify pharmacological marker compounds and develop techniques to enrich or purify these active compounds.

To address this limitation, we prepared and analyzed a hexane fraction from *I. helenium*, which contains sesquiterpene lactones. Sesquiterpene lactones have long been recognized as a source of anticancer drugs [38]. SFIH consists of several sesquiterpene lactones, including saussureamine A, parthenolide, igalan, alantolactone, and isoalantolactone, which regulate the antitumor immune response of T cells, NK cells, DCs, B cells, and macrophages through multiple signaling pathways. However, the pharmacological effects of SFIH are likely based on the activity of alantolactone and its isomer, isoalantolactone, as their content was 322.62 and 256.71 mg/g, respectively. Interestingly, alantolactone combined with other compounds promoted an antitumor response in CRC in combination with MSS [39].

To determine the potential of SFIH against cancer, we used a systematic strategy to clarify the active components and their mode of action. The network pharmacological approach has been widely used for predicting molecular mechanisms of phytochemicals and herbal medicines; however, this approach requires known target gene information [40]. Therefore, it is limited with respect to the amount of prior knowledge available and its application is limited when information is scarce, such as that for alantolactone and isoalantolactone. On the other hand, a transcriptomic approach primarily focused on drug-induced gene expression datasets provides powerful information for identifying DEGs following treatment with each compound and their interactions that predict a molecular mechanism [41]. In addition, a systems pharmacological approach based on the transcriptome induced by phytochemical and herbal medicine treatment can identify molecular mechanisms in a systematic way [42]. We thought to infer the molecular mechanism of *I. helenium* from the database in advance prior to administration experiments in mouse models. According to a recent study of molecular mechanisms underlying cold and hot properties of herbal medicines, the results of transcriptome-based pathway analysis were comparable to those of target-based pathway analysis [43]. Furthermore, transcriptome-based pathway analysis predicted novel molecular mechanisms for Paeoniae Radix and Bupleuri Radix, which were validated in subsequent experiments [44,45]. In the present study, a systems pharmacological approach was used to identify target pathways of the main sesquiterpene lactones, alantolactone and isoalantolactone, using the phytochemical-induced transcriptome dataset generated in a breast cancer cell line MCF-7 [21]. Previous studies have demonstrated that gene signatures obtained in a specific cell line can reveal common molecular mechanisms across tissues. Using the same dataset, Wang et al. identified that phillyrin reduced the expression of genes associated with cardiac fibrosis and validated the effect of phillyrin as an anti-cardiac fibrosis agent in a rat model of myocardial infarction [46]. In addition, Li et al. identified several vasodilators among the ingredients and validated them in the aorta of a rat model [47]. For another example, as a result of analyzing the gene signature of Bupleuri Radix treated on a lung cancer cell line A549, the effect of promoting cell adhesion and migration was revealed, which was experimentally verified not only in lung cancer cells but also in skin cells [44]. Therefore, the pathways of action of SFIH identified in this study may work beyond breast cancer, including colorectal cancer. Our results showed that pathway enrichment analysis revealed that SFIH regulates antitumor immunity by attenuating IFN-γ signaling and the TGF-β pathway, which have important roles in the response to cancer immunotherapy.

In our in vivo model, we demonstrated that SFIH combined with an anti-PD-1 antibody enhanced antitumor activity and increased survival in MC38 colorectal cancer-bearing mice. Although anti-PD-1 monotherapy caused a delay in tumor growth, combination treatment was more pronounced. Mechanistically, SFIH combined with an anti-PD-1 promoted antitumor immune responses by cytotoxic T lymphocytes and M1-like macrophages. Tumor suppression coincided with an increase of CD8^+^ T cells, granzyme B staining, and M1-like macrophages. In addition, a putative mechanism for the effect of the combination on antitumor immunity was confirmed by RNA sequencing data, which provides a large amount of gene expression data to characterize the tumor microenvironment and identify relevant pathways [48]. Gene expression analysis revealed that the combination treatment was associated with an increase in immune-related factors and a decrease in immunosuppressive factors. In particular, the combined treatment was strongly related to the IFN-γ immune response by lymphocytes. 

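The mean log2(CPM + 1) of the interferon gamma response list was 6.42 ± 0.22 (SD, n = 3 tumors) in Con, 6.88 ± 0.12 in PD and 6.96 ± 0.33 in Comb. Single tumors were at 6.84, 6.79 and 7.02 in PD and at 6.73, 7.34 and 6.80 in Comb, so that 1 of the 3 Comb tumors lay above all PD tumors and 1 below all of them (exact permutation test, two-sided p = 0.9). After TMM, which raises the levels of Comb replicates 2 and 3, the Comb tumors were at 6.70, 7.51 and 7.18 and the PD tumors between 6.83 and 6.96, with 2 of the 3 Comb tumors above all PD tumors and 1 below (exact permutation p = 0.4), and the NES of the list, which rests on TMM, was 1.65 (adjusted p = 0.0131) and −1.21 (0.203) without Comb replicate 2.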

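The mean level of the M1-like macrophage list was 4.16 ± 0.33 (SD, n = 3 tumors) in Con, 4.70 ± 0.16 in PD and 4.85 ± 0.41 in Comb, with 4.54, 5.31 and 4.68 in the single Comb tumors (exact permutation test of PD against Comb, two-sided p = 0.8). After TMM the levels were 4.71 ± 0.23 in PD and 4.99 ± 0.48 in Comb, with 4.51, 5.48 and 4.99 in the single Comb tumors (exact permutation p = 0.6), and the NES of the list between PD and Comb was 1.65 (adjusted p = 0.0216) and 1.05 (0.412) without Comb replicate 2.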

We also confirmed that the upregulated genes in M1 compared with M2 were increased by the combination treatment, indicating that the combination is associated with differentiation into M1-like macrophages. From our integrative analysis, SFIH modulates several target pathways of alantolactone and isoalantolactone including IFN-γ signaling and the TGF-β pathway. These target pathways were verified in experiments with SFIH combined with anti-PD-1 antibody. The results demonstrate that drug-induced transcriptomes can reveal molecular mechanisms underlying the effects of phytochemicals and herbal medicines. There are some limitations in our study. We performed RNA sequencing on bulk tissues. The shortcoming of bulk RNA sequencing is that it only provides an average of gene expression values in a mixture of different cells [49]. In addition, the mouse tumor model does not replicate the tumor microenvironment and immune system of humans. Therefore, further studies will be conducted to examine the efficacy of the combination treatment in humanized NSG mice model which is reconstituted by engraftment of human peripheral blood mononuclear cells. Nevertheless, our mouse tumor model using syngeneic cell lines is very useful in understanding basic concepts of natural products and immunotherapies. Although we did not perform the antibody-mediated depletion of CD8^+^ T cells and macrophages, the depletion of CD8^+^ T cells completely abrogated the anti-PD-1-induced tumor inhibition whereas the depletion of CD4^+^ T cells, B cells, and NK cells does not in MC38 tumor-bearing C57BL/6 mice [50]. In addition, intratumoral CD8^+^ T cells and CD11b^+^ myeloid cells play a crucial role in response to anti-PD-1 antibody treatment in the MC38 tumor-bearing mice [51]. In particular, CD11b^+^ myeloid cells in the tumor microenvironment of responders are polarized toward macrophages with an M1-like signature [52]. Although further studies are needed to examine the detailed mechanism, these findings strongly support the potential of combination therapy through an integrative analysis.

## 5. Conclusions

We systematically identified the role of SFIH involved in cancer immunity by evaluating the key ingredients, target genes, and transcriptomic signatures. Our integrative analysis revealed that SFIH enhances the antitumor activity of anti-PD-1 antibody by increasing the proportion of CD8^+^ T cells and M1-like macrophages in the tumor microenvironment. Overall, this strategy provides a paradigm to identify the role of SFIH in combination with ICIs as an integrative perspective on drugs, targets, and predicted pathways.

## Figures and Tables

**Figure 1:**
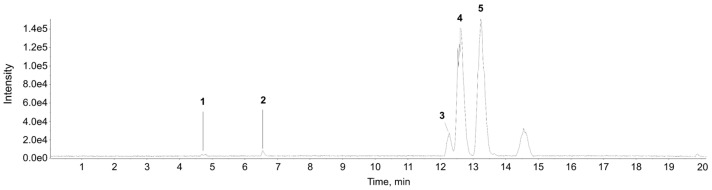
The base peak chromatogram of the sesquiterpene lactones-rich fraction of *Inula helenium* L. (SFIH). The representative base peak chromatogram of SFIH was obtained using LC-ESI-QTOF MS/MS analysis in negative ion mode. 1: Saussureamine A, 2: Parthenolide, 3: Igalan, 4: Isoalantolactone, 5: Alantolactone.

**Figure 2:**
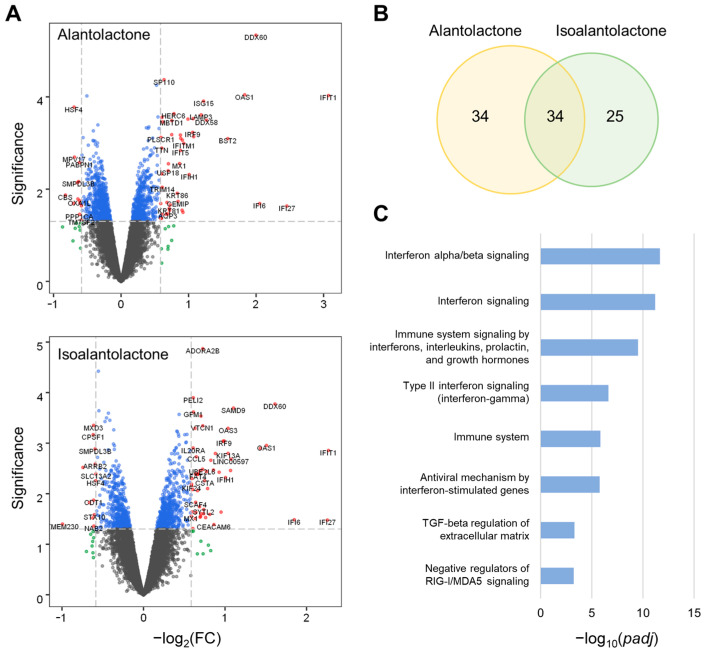
Predicted target pathways of alantolactone and isoalantolactone. (**A**) Volcano plots for the gene expression profiles in response to treatment with alantolactone or isoalantolactone in MCF-7 cells. The significance was calculated by −log_10_(*p*-value). DEGs were selected with threshold *p* < 0.05 and |FC| > 1.5. (**B**) Venn diagram for the number of differentially expressed genes (DEGs) from alantolactone and isoalantolactone treatment. (**C**) Significantly enriched pathways (*padj* < 0.01) associated with the DEGs of the two phytochemicals by *enrichR* using BioPlanet_2019. FC, fold change; *padj*, adjusted *p*-value.

**Figure 3:**
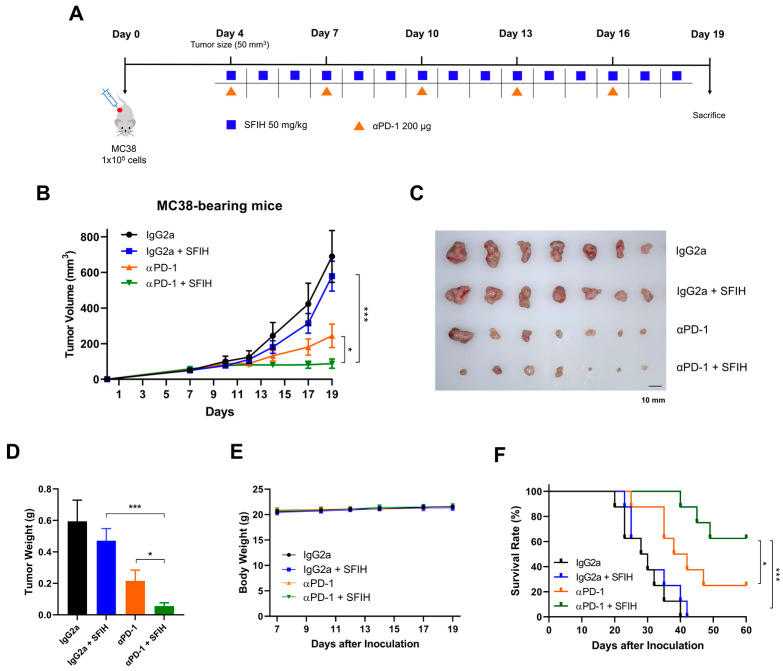
SFIH enhances the antitumor effect of anti-PD-1 antibody in MC38 colorectal tumor. (**A**) Schematic diagram of SFIH and anti-PD-1 antibody treatment. A total of 1 × 10^5^ MC38 cells were subcutaneously injected into C57BL/6 mice. When the tumor volume reached >50 mm^3^, the mice were divided into four groups (*n* = 7/group) as follows: IgG2a, IgG2a with SFIH, αPD-1, and αPD-1 with SFIH. SFIH (50 mg/kg) was intraperitoneally administered daily. Anti-PD-1 antibody (200 μg) was intraperitoneally administered every 3 days. (**B**) Tumor volume changes in MC38-bearing mice. Tumor growth was monitored every 2 or 3 days by measuring tumor volume. Error bars represent SEM. (**C**) MC38 tumors were separated and photographed. (**D**) Tumor weights are shown. Error bars represent SEM. (**E**) Body weight changes of MC38-bearing mice. Error bars represent SD. (**F**) Kaplan–Meier survival distribution in the model is displayed for the mice following treatment (*n* = 8/group). *p*-values were determined using the two-tailed Student’s *t* test for tumor volume and tumor weight and the Gehan–Breslow–Wilcoxon test for the survival curve (* *p* < 0.05 and *** *p* < 0.001, compared to the combination group).

**Figure 4:**
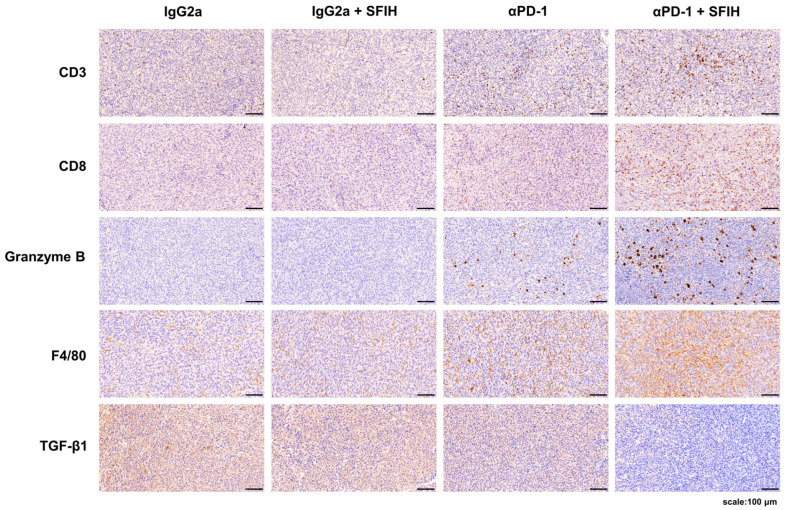
SFIH combined with an anti-PD-1 antibody alters the immune landscape in the tumor microenvironment. Immunohistochemistry (IHC) staining of MC38 tumors for infiltration of immune cells. CD3, CD8, granzyme B, F4/80, and TGF-β1 levels were assessed by microscopic examination of IHC-stained sections. Representative IHC-stained images are shown (scale bars = 100 µm).

**Figure 5:**
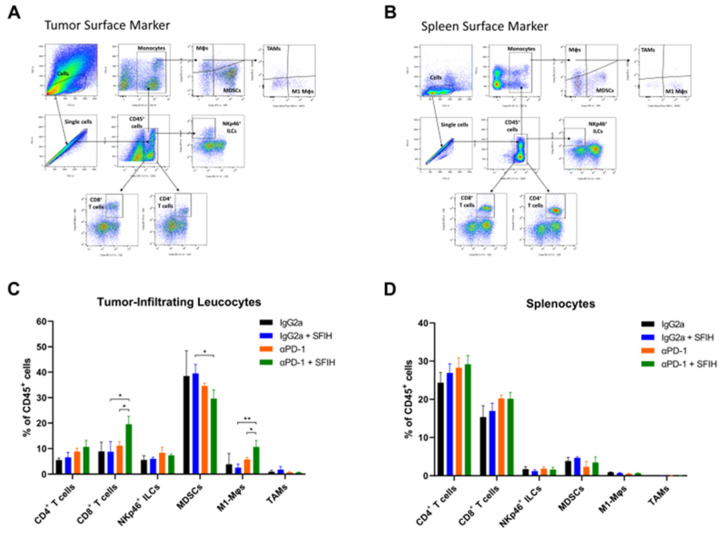
SFIH combined with an anti-PD-1 promoted antitumor immune response of cytotoxic T lymphocytes and M1-like macrophages in MC38 tumor-bearing mice. (**A**,**B**) Gating strategy for flow cytometry analysis of tumor-infiltrating CD45^+^ leucocytes in tumor tissues (**A**) and spleens (**B**). (**C**,**D**) The subset of tumor-infiltrating lymphocytes, including T cells and NKp46^+^ ILCs, and tumor-infiltrating monocytes, including MDSCs, M1-like macrophages, and TAMs in tumor tissues (**C**) and spleens (**D**). Error bars represent SD. *p*-values were determined using a two-tailed Student’s *t* test (* *p* < 0.05 and ** *p* < 0.01, compared to the combination group). ILCs, innate lymphoid cells; M1-Mφs, M1-like macrophages; TAMs, tumor-associated macrophages; MDSCs, myeloid-derived suppressor cells.

**Figure 6:**
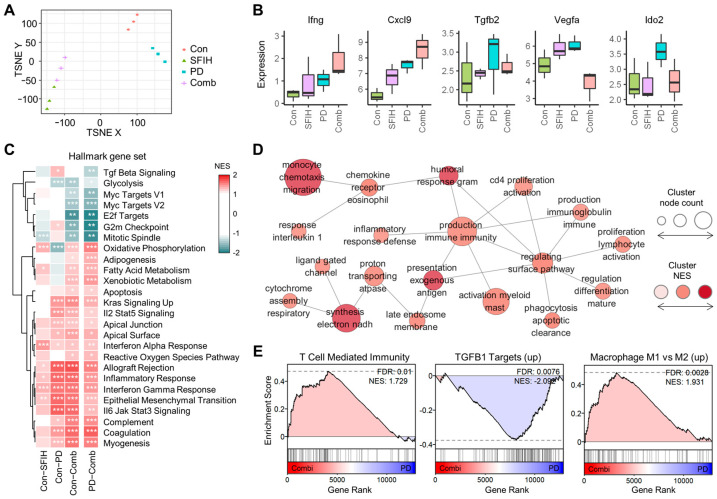
Transcriptomic analysis of combined treatment with SFIH and anti-PD-1. (**A**) Cluster analysis with the gene expression data from the four mouse groups. (**B**) Expression levels of five selected genes in the four mouse groups. The levels were calculated as log_2_ (TPM + 1). (**C**) GSEA results using the hallmark gene set. Normalized enrichment score (NES) values are indicated by colors and adjusted *p*-values are denoted by asterisks as follows: * *padj* < 0.05, ** *padj* < 0.01, and *** *padj* < 0.005. Only results with significant changes in the combined treatment compared with the anti-PD-1 treatment (“PD-Comb”) are shown. (**D**) The largest increased component in the simplified network from the GSEA results of PD-Comb using the GO terms. Each node represents a cluster of integrated similarly enriched terms, named with common keywords for the terms included. (**E**) The GSEA results of PD-Comb for “GOBP_T_CELL_MEDIATED_IMMUNITY” (left), “KARLSSON_TGFB1_TARGETS_UP” (middle), and “COATES_MACROPHAGE_M1_VS_M2_UP” (right). Con, control group; SFIH, SFIH treatment group; PD, anti-PD-1 treatment group; Comb, SFIH + anti-PD-1 antibody treatment group.

**Table 1:** Identification and characterization of chemical components in SFIH using LC-ESI-QTOF MS/MS. RT = retention time.

No.	Compound	Formula	Mass (Da)	Expected RT (min)	Adduct	Found at Mass (Da)	Error (ppm)	MS/MS Product Ions
1	Saussureamine A	C_20_H_29_NO_4_	347.2097	4.80	[M + H] ^+^	348.21717	0.7	302.2118, 128.0708, 100.0767, 82.0664
2	Parthenolide	C_15_H_20_O_3_	248.1412	6.56	[M + H] ^+^	249.14839	−0.5	105.0709, 145.1008, 185.1323, 91.0554
3	Igalan	C_15_H_20_O_2_	232.1463	12.26	[M + H] ^+^	233.15375	0.6	187.1485, 145.1015, 105.0709, 131.0860
4	Isoalantolactone	C_15_H_20_O_2_	232.1463	12.65	[M + H] ^+^	233.15383	0.9	105.0710, 91.0558, 131.0858, 145.1012
5	Alantolactone	C_15_H_20_O_2_	232.1463	13.30	[M + H] ^+^	233.15382	0.9	105.0709, 91.0556, 151.0754, 117.0702

**Table 2:** Calibration parameters and alantolactone and isoalantolactone content in SFIH using LC-UV.

Name	Calibration Parameters			Contents (mg/g)
	Equation for Calibration	*R* ^2^	Linear Range (μg/mL)	
Alantolactone	y = 0.2496x − 0.0876	0.9996	1–500	256.71 ± 0.44
Isoalantolactone	y = 0.1788x − 0.0500	0.9995	5–500	322.62 ± 0.64

## Data Availability

The raw sequence and processed data were deposited in the NCBI Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/ (accessed on 30 December 2022)) with accession number GSE221784. The data presented in this study are available on request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15030653/s1, Figure S1: UPLC-UV chromatograms from a mixture of reference standards and SFIH; Figure S2: Pathway enrichment analysis using the KEGG gene set; Figure S3: The quantitative results for IHC and the correlation analysis; Figure S4: PCA plot for the gene expression data from the mouse groups; Figure S5: A simplified network for GSEA results with GO terms significantly affected by the combination treatment; Figure S6: GSEA plots with the gene sets significantly affected by the combination treatment.

# Supplementary material for: The Sesquiterpene Lactone-Rich Fraction of Inula helenium L. Enhances the Antitumor Effect of Anti-PD-1 Antibody in Colorectal Cancer: Integrative Phytochemical, Transcriptomic, and Experimental Analyses
**Source:** Cancers (Basel). 2023 Jan 20;15(3):653. doi: 10.3390/cancers15030653

# Supplementary Materials: The Sesquiterpene Lactone-Rich Fraction of *Inula helenium* L. Enhances the Antitumor Effect of Anti-PD-1 Antibody in Colorectal Cancer: Integrative Phytochemical, Transcriptomic, and Experimental Analyses

Jaemoo Chun, Sang-Min Park, Minsung Lee, In Jin Ha and Mi-Kyung Jeong

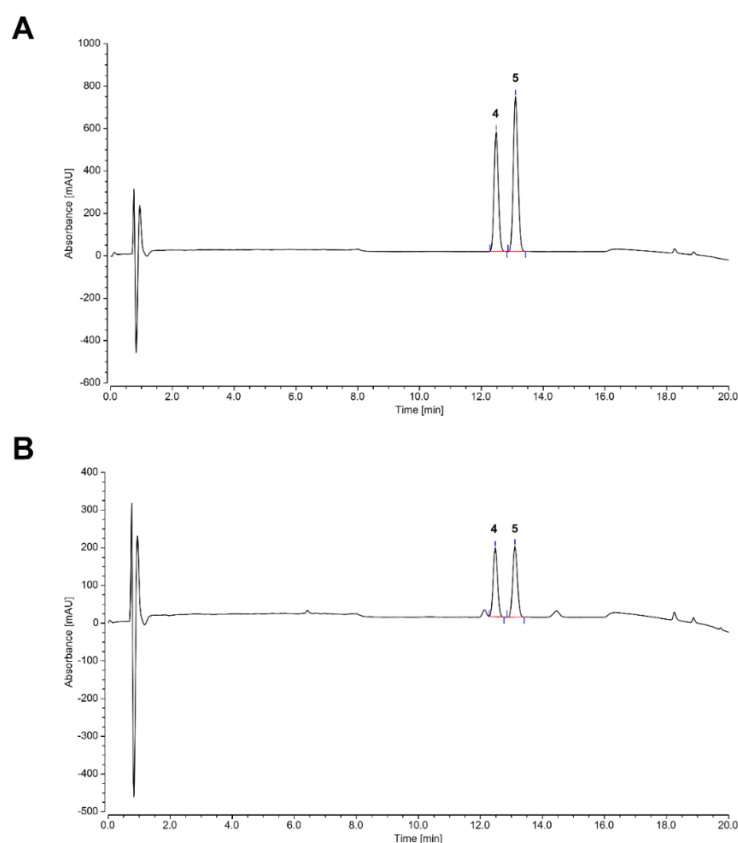

**Figure S1.** UPLC-UV chromatograms from a mixture of reference standards (A) and sesquiterpene lactones-rich fraction of *Inula helenium* L. (B) at 210 nm. 4: Isoalantolactone, 5: Alantolactone.

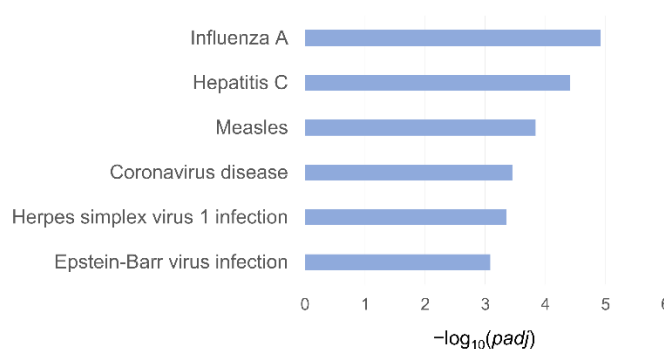

**Figure S2.** Pathway enrichment analysis using the KEGG gene set for the combined DEGs focused on immune-related diseases.

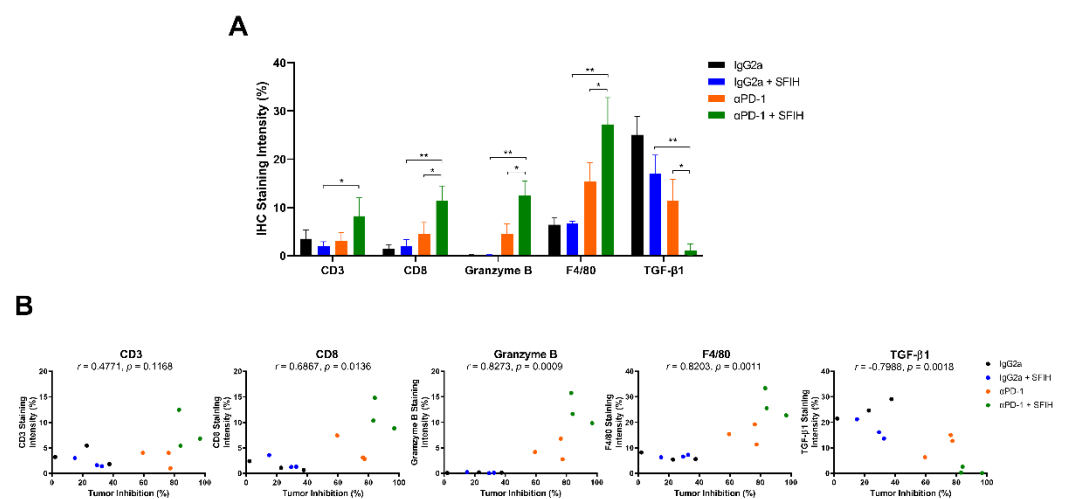

**Figure S3.** The quantitative results for IHC. **(A)** Quantification analysis of IHC staining was performed using the ImageJ software. Data are represented as the mean  $\pm$  SD.  $p$ -values were determined using a two-tailed Student's  $t$  test (\* $p < 0.05$  and \*\* $p < 0.01$ , compared to the combination group). **(B)** The correlation analysis between IHC staining intensity and tumor inhibition percentage.  $r$  represents Pearson's correlation coefficient. Two-tailed  $p$ -value was determined with Pearson's correlation coefficient.

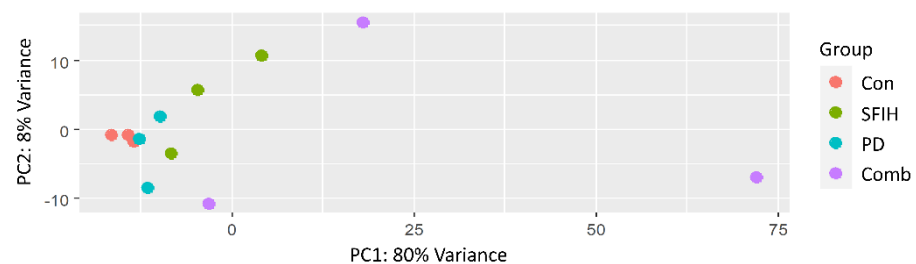

**Figure S4.** Principal component analysis (PCA) plot for the gene expression data from the mouse groups. PCA was performed with the *DESeq2* package (v.1.36).

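In a principal component analysis of the 12 tumors, the first component held 79.7% and the second 7.72% of the variance. On the first component Comb replicate 3 was at 73.2 and the other tumors were between −16.7 and 18.4. When this tumor was left out, the first component held 50.2% of the variance and the second 13.9%.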

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

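RNA was sequenced from 12 MC38 tumors of C57BL/6 mice, 3 tumors in each of the 4 groups Con, SFIH, PD and Comb, taken on day 19 of the experiment. The authors deposited a table of raw read counts per gene symbol with a column for each tumor, made from QuantSeq 3′ mRNA-Seq libraries read on a NextSeq 500 instrument. The paper's text does not name the aligner, the counting tool, the genome build or the annotation. Each column name gives the group and the replicate number, and the 12 columns were assigned to the groups from these names and the sample labels alone. The table holds 23282 lines, of which 19137 had a count in at least 1 tumor, 46 repeat the symbol of an earlier line and 14 carry symbols that a spreadsheet had turned into dates. Repeated symbols and dates were kept as separate entries under the names the table gives them. The values were whole numbers, and the replicate columns differed from each other by more than counting noise, so that none was a copy of another.

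Total counts were between 7870741 and 12261032 per tumor, with a median of 9932321. The lowest and highest totals were 9611832 and 10960304 in Con, 9773778 and 12261032 in SFIH, 7870741 and 9559843 in PD, and 9841292 and 10981028 in Comb. A gene with 3 counts or fewer in a tumor was treated as being at the floor of the method at this depth. Reads were counted without molecular identifiers, so the counting error is a lower limit on the error of each value, and the spread between the 3 tumors of a group was used for all tests.

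Group comparisons were made in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the groups as design, which left 13464 genes, and normalized by TMM. All 12 tumors entered 1 fit with a coefficient per group and no block for the replicate number, and the quasi-likelihood test was applied to 5 comparisons of 2 groups (SFIH, PD and Comb against Con, and Comb against PD and against SFIH) and to the interaction of SFIH with anti-PD-1. All of these tests were two-sided. P-values were adjusted by the method of Benjamini and Hochberg over all genes tested, with a threshold of 0.05. By a rule set before the counts were read, the text names the 5 genes of Figure 6B, the genes for the proteins that the paper stained or sorted on, and for each comparison up to 3 genes per direction with the largest fold change among those with an adjusted p under 0.05, no overlap between the groups and at least 50 counts on average in the higher group. No gene met the last of these conditions, and any other gene named was chosen after its values were seen. Levels of genes and lists are log2(CPM + 1), without TMM unless stated, with exact permutation tests, for which 3 tumors against 3 cannot give a two-sided p under 0.1.

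The MSigDB hallmark and GO gene sets were not used here. In their place, 16 lists of genes were written by hand from general knowledge: the interferon gamma response, the type I interferon response, the inflammatory response, apoptosis, TGF-β signaling, genes induced by TGFB1, T cell immunity, M1-like macrophages, M2-like macrophages, the cell cycle, skeletal muscle, adipocytes, skin, B and plasma cells, neutrophils, and erythroid cells. Of their 513 symbols, 500 were found in the table. The lists were tested with fgsea 1.28.0 on genes ranked by the signed square root of F, with 10000 simple permutations and p-values adjusted over the 16 lists. They were also tested with camera, at the preset correlation of 0.01 and with an estimated correlation, and with fry, from limma 3.58.1. Reactome gene sets that come with fgsea were tested in the same way after 99.48% of the lines had been matched to Entrez identifiers, with sets of 15 to 500 tested genes and p-values adjusted over all of these, and 15 sets chosen by name beforehand were adjusted separately. The hallmark comparison of the paper also covers sets outside these lists, which were not analysed here.

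Distances between tumors were Euclidean distances on variance-stabilized counts of the 500 most variable genes from DESeq2 1.42.0. The share of squared distance between groups and the number of tumors nearest to a tumor of their own group were tested one-sided over all 15400 divisions of the tumors. Coordinates from t-SNE used Rtsne 0.17 with a perplexity of 3 and 100 seeds. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

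The steps were tested on simulated data with 200 genes changed 4-fold. At the dispersion of the 12 tumors (0.158), edgeR recovered 68.5% of the 200 with 11 false calls, and DESeq2 recovered 79% with 46 false calls. At the dispersion without Comb replicate 3 (0.0682), edgeR recovered 99% with 6 false calls and DESeq2 99% with 17.

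The alternatives were DESeq2 in place of edgeR, no TMM normalization or upper-quartile normalization, no filter on low counts or a minimum of 50 counts on average, a fold change threshold of 1.5 beside the adjusted p, a fit of the compared groups alone, a replicate block, other rankings, TPM or another pseudocount (0.1 in place of 1) for the levels, other distances and numbers of genes, and each tumor left out in turn. TPM used gene lengths of the GENCODE M21 annotation, which covered 90.59% of the counts, and the authors' own lengths were not used here. A fit without Rn45s, limma-voom with sample weights, robust dispersion estimates and DESeq2 without Comb replicate 3 were added after the counts had been seen. So were levels after TMM, the gap between lists over other choices of genes, the alternatives for the Reactome sets against Con and the Reactome sets whose names hold words for antigen presentation or T cells, 8 for each, adjusted over all sets.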

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

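Of the tests reported in this part, those of fat and of the share of the tissue lists in Comb replicate 3 were chosen only after the result was seen. The lists of marker genes themselves were written beforehand. A tumor is described here where the mean log2(CPM + 1) of a list the paper does not discuss was more than 1 above the highest of the 3 Con tumors. Groups of 3 tumors are too small for a test of single outlying tumors.

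Skeletal muscle genes were at 3.35 in PD replicate 1, 5.12 in Comb replicate 1 and 7.61 in Comb replicate 3, against 1.39 in the highest Con tumor. The list had 24 tested genes, of which 4 had more than 50 counts on average in Con and 1 is held by another list. Among its most abundant genes, Acta1 had 5 to 9 counts in the Con tumors, 432 in PD replicate 1, 1991 in Comb replicate 1, 3 in Comb replicate 2 and 21163 in Comb replicate 3. Myl1 had 0 counts in each Con tumor, 852 in Comb replicate 1 and 13464 in Comb replicate 3, whereas Tpm2, with 877 to 1014 counts in Con, had 728 in Comb replicate 3. SFIH replicate 1, at a list level of 2.37, fell just short of the rule above. It had 199 counts of Acta1 and 82 of Myl1, while SFIH replicates 2 and 3 had 3 and 4 of Acta1 and 0 of Myl1. Between PD and Comb the list had an NES of 2.84 (fgsea, adjusted p = 1.88e-13), which fell to −0.99 (0.5) with limma-voom and sample weights, and 22 of 24 genes had an adjusted p under 0.05 adjusted over the list alone (0 over all genes tested, 22 unadjusted). With the 3 Comb tumors treated alike, the list ranged over 6.46 log2 units between them, and its genes moved together (median Spearman correlation of 0.669 between pairs of genes over the tumors; genes are not independent replicates). Comb replicate 2 was at 1.15, which argues against a response of all Comb tumors to the treatment. A candidate explanation is muscle of the flank taken with single tumors. Growth of single tumors into muscle was not tested.

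Adipocyte genes were at 5.09 in Comb replicate 2 and 5.66 in Comb replicate 3, against 3.44 in the highest Con tumor. The list had 9 tested genes, 6 of them with more than 50 counts on average in Con and 0 in another list. Fabp4 had 344 to 420 counts in Con, 2283 in Comb replicate 2 and 8732 in Comb replicate 3, and Lpl was at 1310 CPM in Comb replicate 3 against 74.3 to 89.3 CPM in Con, whereas Plin4 had 187 counts in that tumor against 339 to 376 in Con. The NES between PD and Comb was 1.98 (fgsea, adjusted p = 0.00096), and 7 of 9 genes had an adjusted p under 0.05 adjusted over the list alone (0 over all genes tested, 8 unadjusted). The range between the 3 Comb tumors was 2.63 log2 units and the median correlation between pairs of genes was 0.402. Fat of the flank taken with single tumors and a change in cells of the tumor that express these genes, such as macrophages, cannot be told apart, because the genes moved together only in part and 6 of the 9 are also expressed in Con tumors.

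Skin genes were at 4.89 in Comb replicate 3, against 2.41 in the highest Con tumor. Of the 7 tested genes, 2 had more than 50 counts on average in Con and 0 are in another list. In that tumor Krt10 had 707 counts (30 to 40 in Con) and Krtdap 745 (18 to 69 in Con), while Sbsn had 243 (128 to 297 in Con). The NES of 1.63 between PD and Comb (fgsea, adjusted p = 0.0285) was −0.82 (0.738) without Comb replicate 3, and 0 genes passed the threshold adjusted over the list alone (3 unadjusted). The muscle, adipocyte and skin lists together took 1.13% of the counts of Comb replicate 3, against 0.0304% to 0.153% in the other tumors. Whether such tissue accounts for the other changes in this tumor cannot be told apart from a change in the tumor itself, since a list holds an unknown part of a tissue's transcripts.

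B and plasma cell genes were at 3.85 in Comb replicate 2, against 2.53 in the highest Con tumor, with 3.32 in Comb replicate 3 and 2.39 in Comb replicate 1. Only 5 genes of this list were tested, 1 of them with more than 50 counts on average in Con and 0 in another list. Between PD and Comb 0 of the 5 genes passed the threshold adjusted over the list alone, with 0 also at an unadjusted p under 0.05. Neither technical nor biological explanations were tested for it.

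Erythroid genes were at 5.92 in PD replicate 2 and 5.78 in Comb replicate 3, against 4.60 in the highest Con tumor. Of the 6 tested genes, 4 had more than 50 counts on average in Con and 0 are in another list. The levels varied within each treated group, from 2.98 to 5.92 in PD, from 4.05 to 5.78 in Comb and from 3.90 to 5.51 in SFIH. The NES between PD and Comb was −0.67 (fgsea, adjusted p = 0.871) and turned to 1.76 (0.00644) without PD replicate 2, over a range of adjusted p from 0.00644 to 0.94. PD replicate 2 had the lowest total count of the 12 tumors, 7870741, and Comb replicate 3 had 10981028. The amount of blood in the tumors was not tested.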

How the results depend on the processing

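The groups, the comparisons, the tests, the gene lists and all alternatives but 4 were set before the data were examined. The 4 others, a fit without Rn45s, robust dispersion, limma-voom with sample weights and DESeq2 without Comb replicate 3, are tests chosen only after the result was seen. So are the levels after TMM, the alternatives for the Reactome sets against Con and the Reactome sets for antigen presentation and T cells other than the 2 chosen beforehand. Where a result changed, the cause was not tested unless a cause is named.

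The number of genes with an adjusted p under 0.05 was 0 in each comparison with edgeR (from 303 to 3406 genes at an unadjusted p under 0.05) and was also 0 with other normalizations, other filters on low counts, the replicate block, a fit of the compared groups alone, robust dispersion and without Rn45s. DESeq2 gave 2056 genes between Con and Comb (1694 higher, 362 lower), 399 between PD and Comb (329 higher, 70 lower), 1190 between SFIH and Comb (1099 higher, 91 lower), 2 between Con and SFIH, 2 between Con and PD and 1 for the interaction. With limma-voom and sample weights, in which Comb replicate 3 had a weight of 0.0596, the counts were 2719 between Con and Comb, 1074 between PD and Comb, 2019 between SFIH and Comb and 83 between Con and PD. With 1 tumor left out, the counts were from 0 to 3943 between Con and Comb, from 0 to 2100 between PD and Comb and from 0 to 3118 between SFIH and Comb, the highest of each without Comb replicate 1, and 5 between Con and Comb without Comb replicate 3. DESeq2 without Comb replicate 3 gave 720 (542 higher, 178 lower), 25 (6 higher, 19 lower) and 95 genes (79 higher, 16 lower) in these 3 comparisons, of which 600, 19 and 90 were shared with DESeq2 on all tumors, and 54 between Con and SFIH and 71 between Con and PD. The small counts, named here after their values were seen, were Erbb2ip and Crtc2 between Con and SFIH, Enpp2 and Ehd3 between Con and PD and 2610528A11Rik for the interaction with DESeq2, and Chil3, C5ar1, Bnip3, Cryab and Ccr2 between Con and Comb without Comb replicate 3. The dispersion was 0.158 with all tumors and 0.0682 without Comb replicate 3. In simulated counts at these dispersions, edgeR recovered 68.5% and 99% of genes changed 4-fold. The simulation gave every gene and tumor the same dispersion, whereas the real Comb tumors differed more from each other than the tumors of other groups. It also held no smaller changes, so it cannot tell whether the group size prevented calls.

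Of the 5 genes of Figure 6B, Tgfb2 kept its direction and its side of the threshold in both comparisons under all alternatives, with log2 fold changes from −1.18 to −0.46 from Con and from −1.34 to −0.68 from PD. Ifng from PD to Comb did so too, from 0.50 to 2.02. DESeq2 brought Ifng (3.43) and Cxcl9 (2.14) between Con and Comb and Vegfa in both comparisons (−0.85 and −1.05) past the threshold, limma-voom with sample weights did the same (3.51, 2.47, −0.72 and −0.96), and DESeq2 without Comb replicate 3 did so for Ifng (3.07) and Cxcl9 (2.00). With 1 tumor left out, Ifng was from 2.96 to 4.03, Cxcl9 from 1.76 to 2.50 and Vegfa from −1.12 to −0.59 between Con and Comb, and Vegfa from −1.32 to −0.80 between PD and Comb, all past the threshold without Comb replicate 1. Cxcl9 between PD and Comb turned to −0.043 and −0.044 with TPM at pseudocounts of 1 and 0.1. Ido2 was from −0.89 to 0.019 between Con and Comb and from −0.58 to 0.31 between PD and Comb with 1 tumor left out, and 0.032 between Con and Comb with DESeq2 without Comb replicate 3.

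Of the lists between PD and Comb, the inflammatory response, M2-like and cell cycle lists kept their direction under all alternatives and their side of the threshold under all that use fgsea, and apoptosis did not pass under any. Ranking by log2 fold change took the interferon gamma response (1.43), TGF-β signaling (−0.998) and the M1-like list (1.46) out of the threshold. With 1 tumor left out, the interferon gamma response was from −1.21 to 2.10, TGF-β signaling from −1.99 to −1.38, the T cell list from 0.82 to 2.20, the M1-like list from 1.05 to 1.98 and the list of genes induced by TGFB1 from −1.55 to 1.11. The last of these also turned positive with a minimum of 50 counts (0.93), the DESeq2 ranking (0.94), the ranking by log2 fold change (0.93) and limma-voom (1.25). With camera at the preset correlation, TGF-β signaling and the M1-like list had an adjusted p of 0.0524, and the interferon gamma response (0.045), inflammatory response (4.1e-05), T cell (0.0012), M2-like (1.29e-06) and cell cycle (1.07e-08) lists passed. With the estimated correlation no list passed, with 0.52 for the interferon gamma response and T cell lists, 0.375 for the inflammatory response and TGF-β signaling, 0.463 for the M1-like and cell cycle lists and 0.452 for the M2-like list. With fry the adjusted p was 0.325 for the interferon gamma response and M1-like lists, 0.133 for the inflammatory response, 0.397 for T cells, 0.272 for the M2-like list and 0.273 for the cell cycle, and TGF-β signaling passed. Genes of a list that move together across tumors are not independent, which fgsea does not take into account.

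Of the other lists between PD and Comb, the type I interferon list turned to 1.21 with limma-voom and was from −2.18 to 2.20 with 1 tumor left out. The muscle list turned to −0.99 with limma-voom, the skin list was from −0.82 to 2.03 with 1 tumor left out, and the erythroid list turned to 0.59 with the DESeq2 ranking, 0.93 by log2 fold change, 1.27 with limma-voom, from −1.53 to 1.76 with 1 tumor left out, and to a rise with camera (adjusted p = 0.658 and 0.847) and fry (0.813). Against Con, the inflammatory response in PD was from −1.13 to 1.94 with 1 tumor left out. Apoptosis in PD turned to −0.85 with the DESeq2 ranking, −0.77 by log2 fold change and −1.09 with limma-voom, was from −1.08 to 1.03 with 1 tumor left out, and turned to a fall with camera (adjusted p = 0.833 and 0.932). TGF-β signaling in Comb turned to 0.68 by log2 fold change.

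The number of Reactome sets between PD and Comb was from 160 to 199 over all alternatives. With 1 tumor left out, T cell receptor signaling was from −1.12 to 1.59 and MHC class II antigen presentation from −1.43 to 1.21, both negative without Comb replicate 3, and interleukin 1 signaling was from −0.9999 to 0.87. The last of these turned to 0.70 with the DESeq2 ranking and 0.60 by log2 fold change, and apoptosis to −0.76 with the replicate block and, with 1 tumor left out, from −1.21 to 1.23. Against Con, the apoptosis set in SFIH (1.81) lost the threshold without Con replicate 2 (1.49, adjusted p = 0.0588) and by log2 fold change (1.29, 0.321), and the TGF-β receptor complex in Comb (−1.83) lost it by log2 fold change (−1.33, 0.091). Between PD and Comb, adjusted over all sets, costimulation by the CD28 family and the generation of second messengers lost the threshold with the replicate block (1.58 and 1.60) and, with 1 tumor left out, were from 0.99 to 1.88 and from 0.67 to 1.82. PD-1 signaling was from 0.92 to 1.93 with 1 tumor left out, and these 3 sets did not pass without PD replicate 1, PD replicate 3 or Comb replicate 3. Interactions between lymphoid and other cells passed under all of these alternatives (1.65 to 2.22), and the 2 sets of 30 genes for class I antigen presentation lost the threshold by log2 fold change (1.34) and without PD replicate 2 (1.48).

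Of the other genes named, Cd3e turned to −0.052 with limma-voom and to −0.13 and −0.20 with TPM at pseudocounts of 1 and 0.1, and was from −0.70 to 1.14 with 1 tumor left out. Cd8a turned to −0.10 without TMM, −0.43 and −0.49 with TPM and −0.22 with CPM at a pseudocount of 0.1, and was from −0.22 to 0.71 with 1 tumor left out. Arg1 was from −1.46 to 3.30 with 1 tumor left out and −1.43 with DESeq2 without Comb replicate 3, and Acta1 turned to −2.37 with limma-voom.

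The separation of the groups had an R2 from 0.419 to 0.754 over all alternatives, with t-SNE entered as its median over 100 seeds. Single t-SNE seeds gave an R2 from 0.175 to 0.86, with a p-value under 0.05 in 94 of the 100, and 4 to 10 tumors nearest to a tumor of their own group. R2 was from 0.442 to 0.675 with 1 tumor left out, where the p-value was 0.05 or more in 8 of the 12 fits. With the replicate block, R2 was 0.559 and the number of tumors nearest to a tumor of their own group was 2 (exact permutation p = 0.615). The block carries the deviation of Comb replicate 3 into the other tumors of its number, so this count does not decide on the separation. The replicate numbers are not stated to pair the tumors, and of 18 pairs of tumors with the same number in different groups, 6 had an r above 0.1 (from −0.235 to 0.361), so they were not treated as paired. With the levels of the lists scaled by TMM, the difference in mean level from PD to Comb went from 0.071 to 0.237 for the interferon gamma response, from 0.379 to 0.521 for the inflammatory response, from −0.365 to −0.201 for TGF-β signaling, from 0.43 to 0.581 for T cells, from 0.143 to 0.281 for the M1-like list and from 1.38 to 1.54 for the M2-like list. The exact p-values were 0.1 or more without and with TMM. Without TMM, the median of all genes moved by −0.286 from Con to Comb, by −0.158 from PD to Comb and by −0.312 from SFIH to Comb. Over the alternatives of all 16 lists between PD and Comb, 177 scores kept direction and side of the threshold, 40 lost the threshold, 5 gained it and 18 changed sign, and for the 4 lists against Con the numbers were 154, 11, 6 and 9. Of the genes outside Figure 6B, 20 values gained the threshold, 15 changed sign and 314 did neither.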

Differences from the paper's values

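The paper's text gives no values for the tumor RNA, so its values were read by eye from the box plots of Figure 6B as differences between the group medians on the scale log2(TPM + 1). The values given here are differences between group medians of log2(CPM + 1), and a difference is listed where the signs differ or where the values differ by more than the larger SD of the groups. In this part, limma-voom with sample weights, DESeq2 without Comb replicate 3 and the Reactome sets for class I antigen presentation are tests chosen only after the result was seen.

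For Ifng from Con to Comb, the paper's value is about 0.9 in Fig. 6B, read by eye, and the value here was 2.44. Of the alternatives set before the data were examined, leaving out Comb replicate 2 (1.45) or Comb replicate 3 (1.52) brought the value within the larger SD of the paper's, whereas TPM with a pseudocount of 1 (2.34) or 0.1 (2.84) and leaving out any other tumor (2.20 to 2.70) did not. For Ifng from PD to Comb, the paper's value is about 0.3 in Fig. 6B and the value here was 1.65. It came within the larger SD with TPM (1.29 with a pseudocount of 1, 1.45 with 0.1) and without PD replicate 1 (1.08), PD replicate 3 (1.12), Comb replicate 2 (0.665) or Comb replicate 3 (0.735), and did not without PD replicate 2 (1.69) or Comb replicate 1 (1.72).

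For Cxcl9 from Con to Comb, the paper's value is about 3.2 in Fig. 6B and the value here was 1.64. None of the alternatives set before the data were examined closed the gap, with values from 1.07 with TPM to 2.20 without Con replicate 1. For Tgfb2 from Con to Comb, the paper's value is about 0.3 in Fig. 6B and the value here was −1.02, with values from −1.12 to −0.76 over the same alternatives and none that closed the gap. For Ido2 from Con to Comb, the paper's value is about 0.3 in Fig. 6B and the value here was −0.37. These differed in sign but by less than the larger SD (1.38), and no alternative gave the paper's sign (−1.44 to −0.095). Cxcl9 from PD to Comb was at 0.325 here, within the larger SD (0.839) of the paper's value of about 0.9. On the paper's scale, log2(TPM + 1), it was −0.314, of the opposite sign. It was −0.24 without Comb replicate 2 and stayed positive without any other single tumor (0.005 to 0.575).

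The paper states that apoptosis increased significantly with the combination. The hand-written apoptosis list had an NES of 1.18 (adjusted p = 0.245) between PD and Comb and 1.24 (0.18) between Con and Comb, and no alternative brought either past the threshold. The paper also states that genes upregulated by TGFB1 decreased. The list of genes induced by TGFB1 had an NES of −1.06 (adjusted p = 0.367) between PD and Comb, and it passed the threshold without Comb replicate 3 (−1.55, 0.0275). For the increase in the response to interleukin 1, the Reactome set of interleukin 1 signaling gave an NES of −0.94 (adjusted p = 0.644). For the increase in antigen presentation, the Reactome set for MHC class II, chosen beforehand, gave 1.09 (0.487). Of the 8 Reactome sets for antigen presentation, 2 were higher in Comb, both from the same 30 genes of class I presentation (1.71, adjusted p = 0.0271 over all sets), and without Comb replicate 3 this number was 6. For the decrease in TGF-β signaling relative to Con, the list had an NES of −1.24 (adjusted p = 0.159), and it passed with the DESeq2 ranking (−1.46, 0.0377) and without Con replicate 1 (−1.45, 0.0481). The Reactome set of the TGF-β receptor complex was lower in Comb, in the paper's direction (−1.83, adjusted p = 0.000947). These lists are not the MSigDB sets of the paper.

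The paper states that the combination raised Ifng and Cxcl9 and lowered Tgfb2, Vegfa and Ido2, without a test. With edgeR, no gene of the 5 had an adjusted p under 0.05 over all genes tested. Adjusted over the 5 genes alone, Ifng (0.00936), Cxcl9 (0.00257) and Vegfa (0.017) passed between Con and Comb and Vegfa (0.0138) between PD and Comb, and Tgfb2 and Ido2 did not. With edgeR, the log2 fold change of Ido2 was −0.46 (adjusted p = 0.633) from Con. DESeq2, which the paper names for its transcriptome data, called Ifng (3.43, adjusted p = 0.00315) and Cxcl9 (2.14, 0.000169) between Con and Comb, and Vegfa from Con (−0.85, 0.0375) and from PD (−1.05, 0.0313). Without Comb replicate 1, edgeR called the same 4 changes, with an adjusted p of 0.00778 for Ifng, 0.00294 for Cxcl9, 0.017 for Vegfa from Con and 0.0243 for Vegfa from PD. With limma-voom and sample weights, which was chosen after seeing the values, they were 0.014, 0.00409, 0.034 and 0.0331 in the same order. DESeq2 without Comb replicate 3, also chosen after seeing the values, called Ifng (0.0297) and Cxcl9 (0.0141) between Con and Comb. No setting tried called Tgfb2 or Ido2. In simulated counts at the dispersion of the 12 tumors, DESeq2 made more false calls (46) than edgeR (11).

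The paper states that each group had a distinct profile. Here 3 of the 12 tumors were nearest to a tumor of another group, 2 of the 3 Comb tumors among them.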

Other observations

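Of the tests reported in this part, those of the distance of Comb replicate 3, the use of all tested genes or of genes abundant in Con for the gap between lists and limma-voom with sample weights were chosen only after the result was seen.

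No gene had an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) between Con and SFIH (303 genes with an unadjusted p under 0.05), Con and PD (537) or SFIH and Comb (2559), or for the interaction of SFIH with anti-PD-1 (344). The spread in this fit is shared by all groups and takes in the Comb tumors, which makes it strict for SFIH and PD against Con. In fits of the compared groups alone, 1415 genes between Con and SFIH and 1609 between Con and PD had an unadjusted p under 0.05. Between SFIH and Comb the number fell to 1305. The count of genes with an adjusted p under 0.05 was 0 in these fits too (smallest 0.273, 0.099 and 0.466). As a count of 0 is reached by any split, 10 of the 10 splits of the 6 tumors gave as many in each of the 5 comparisons of 2 groups, and 100 of 100 groupings of the 12 tumors, the real one and 99 drawn at random, did so for the interaction, so that these numbers do not bear on chance. A split of the PD and Comb tumors that set PD replicates 1 and 3 and Comb replicate 1 against the other 3 tumors gave 652 genes, and the other 9 splits, the real split among them, gave 0. By unadjusted p under 0.05, the real split gave the most genes between Con and SFIH (303, against 33 to 194 in the other splits), Con and PD (537, against 73 to 454) and Con and Comb (3406, against 282 to 2608). Between PD and Comb 3 of the 10 splits gave as many as the real one (2424, against 382 to 3551), and between SFIH and Comb 2 of the 10 did (2559, against 269 to 2911). For the interaction, 47 of the 100 groupings gave as many as the real one (344, against 84 to 2316). For the Reactome sets between PD and Comb, 8 of the 10 splits gave as many as the 181 of the real one (166 to 300 in the other splits), and of the 16 lists 12 passed in the real split and 8 to 13 in the others. The number of sets was thus no higher in the real split than in most of the others, and it does not separate treatment from chance.

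The log2 fold changes from Con to SFIH and from PD to Comb had a Pearson r of 0.362 across genes, which are not independent replicates, and 25 of 100 groupings of the tumors, the real one and 99 drawn at random, gave an r as high (from −0.665 to 0.68, median 0.0958). Over the alternatives r was between 0.201, without SFIH replicate 1, and 0.422. The interaction of the treatments was also tested for the 16 lists with limma's rotation test fry. None had an adjusted p under 0.05, and TGF-β signaling was the 1 list with an unadjusted p under 0.05 (0.0222 before and 0.356 after adjustment).

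Comb replicate 3 differed from the other 11 tumors. Of its genes, 72.8% lay outside the range of the others, against 6.36% to 16.3% for each other tumor and 16.7% for a tumor drawn at random. Its median Spearman correlation with the other tumors was 0.706 across genes (not independent replicates), and for each other tumor it was 0.937 or more. Low depth is argued against by its total count of 10981028, which lay within the range of the others. When the 100 most abundant genes were left out, 72.8% of its genes still lay outside the range, which argues against a few genes taking most of the counts as the whole cause, and after removal of trends on GC content and gene length (known for 99.1% of the genes) 72.7% did. Cell cycle genes took 0.0638% of its counts, against 0.600% to 0.886% in the other tumors. Other tissue taken with the tumor, with 1.13% of its counts on the genes of the muscle, adipocyte and skin lists, and a strong response to the treatment cannot be told apart, since the lists hold an unknown part of the transcripts of a tissue and only 1 of 3 Comb tumors showed the full pattern. Comb replicate 2 showed a part of it, with a cell cycle share of 0.600%, an M2-like level of 5.07 (at most 4.47 in PD) and an adipocyte level of 5.09. Its muscle level was 1.15, however, and 12.8% of its genes lay outside the range of the other tumors. A mislabelled sample was not tested.

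The cell cycle list was lower in Comb than in PD, with an NES of −2.69 (fgsea, adjusted p = 6.7e-08) and 44 of its 45 genes lower (0 past the threshold adjusted over the list alone and 0 unadjusted). All 45 genes had more than 50 counts on average in Con. Without Comb replicate 3 this NES was −1.95, and with fry the adjusted p was 0.273. A lower share of tumor cells in the Comb tumors would raise the lists of all host cells alike if the host cells kept their proportions. Over the genes with at least 50 counts on average, 23 of the M2-like list and 19 of the T cell list, the M2-like list stood 0.453 ± 0.165 (SD, n = 3) above the T cell list in PD and 1.35 ± 0.732 in Comb, a rise of 0.897 on the log2 scale with all 3 Comb tumors above all PD tumors (exact permutation test, two-sided p = 0.1, the smallest possible). Relative to the same T cell genes, the M1-like list moved by −0.381 (exact permutation p = 0.7) and the neutrophil list by 0.461 (p = 0.3). In size, these moves were smaller than the SD in Comb (0.928 and 0.49) and larger than the SD in PD (0.329 and 0.23). For the M2-like list, the mean of Comb without Comb replicate 3 was 0.957. That choice of genes admits those that pass 50 counts only through the treated tumors, and over the 16 and 15 genes with at least 50 counts on average in Con, the rise was 0.487, from 1.15 ± 0.166 in PD to 1.63 ± 0.424 in Comb and to 1.43 without Comb replicate 3, with 2 of the 3 Comb tumors above all PD tumors (exact permutation p = 0.3). Over all tested genes it was 0.946, with 3 of 3 Comb tumors above all PD tumors (exact permutation p = 0.1). The rise was larger than the SD of either group with each of these choices. For the M2-like list, this rise cannot decide whether a lower share of tumor cells is the whole cause. Other tissue taken with a tumor need not hold macrophages and T cells in the proportions of the tumor. The pseudocount also damps changes of the T cell list more, as its levels are lower. A lower share as the whole or a part of the cause stays open. Over the genes abundant in Con, 1 of the 3 Comb tumors did not lie above the PD tumors, and 3 tumors per group are too few to decide. For the M1-like and neutrophil lists, a lower share and a change among the host cells cannot be told apart, because neither moved by more than its SD in Comb. A response of the tumor cells to the treatment was not tested.

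The neutrophil list was written for neutrophils and myeloid-derived suppressor cells together, and its symbol Ly6g was not found. By flow cytometry, the paper reports fewer of these suppressor cells with the combination, a share of cells and not RNA. The neutrophil list had an NES of 1.57 between PD and Comb (fgsea, adjusted p = 0.0488) from 13 tested genes, 5 with more than 50 counts on average in Con and 3 shared with other lists, and 2 genes passed adjusted over the list alone (4 unadjusted). With each tumor left out in turn it stayed between 1.60 and 2.12, and it lost the threshold with the replicate block (1.52, adjusted p = 0.0683), with genes ranked by log2 fold change (1.46, 0.0752) and with the estimated correlation in camera (0.452), over a range of 0.000183 to 0.452. The type I interferon response list, with 28 genes that all had more than 50 counts on average in Con and are in no other list, had an NES of −1.50 (adjusted p = 0.0488), which was 2.20 (6.12e-05) without Comb replicate 3 and −1.18 (0.259) without PD replicate 3. Its adjusted p ranged from 6.12e-05 to 0.665 over the alternatives, and 0 of its genes passed adjusted over the list alone (1 unadjusted). With camera at the preset correlation both lists passed (adjusted p = 0.0209 and 0.0293), and with fry neither did (0.272 and 0.503).

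Among the transcripts of proteins that the paper stained or sorted on, 12 were tested between PD and Comb and 0 had an adjusted p under 0.05 over all genes, against 7 unadjusted and 2 adjusted over the list alone. Between Con and Comb 7 of the 12 passed adjusted over the list alone. Cd8a changed by 0.11 (edgeR, adjusted p = 0.918) and Cd3e by 0.64 (0.621) from PD to Comb, with −0.15 and −0.70 without Comb replicate 3, and Cd8a was also negative without PD replicate 1 (−0.12), PD replicate 3 (−0.10) or Comb replicate 2 (−0.22). Gzmb changed by 0.39 (adjusted p = 0.715), Ptprc by 0.74 (0.374), Itgam by 0.98 (0.251), Ly6c2 by 1.03 (0.243), Ncr1 by 2.24 (0.26) and Mki67 by −1.19 (0.327). Cd4 changed by 2.34 (adjusted p = 0.245), Adgre1 by 2.51 (0.243), Mrc1 by 2.41 (0.243) and H2-Ab1 by 2.57 (0.243), and without Comb replicate 1 each of these 4 passed the threshold (0.0368, 0.0235, 0.0248 and 0.0249). Without Comb replicate 3 their changes were 1.15, 1.03, 1.19 and 0.72, and those of Mki67, Ptprc and Itgam were −0.66, 0.14 and 0.49. Gzmb was at 0.98 without PD replicate 2, 0.61 without Comb replicate 1, 0.19 without Comb replicate 2 and 0.060 without PD replicate 3. With DESeq2, Adgre1 (2.54, adjusted p = 0.0313) and Mrc1 (2.44, 0.0483) passed too, and with limma-voom and sample weights Ly6c2 (1.12, 0.0426), Cd4 (2.14, 0.048), Adgre1 (1.95, 0.0295) and Mrc1 (2.19, 0.0353) did. Over all alternatives, the adjusted p was between 0.0426 and 0.645 for Ly6c2, 0.0368 and 0.669 for Cd4, 0.0235 and 0.645 for Adgre1, 0.0248 and 0.645 for Mrc1, and 0.0249 and 0.781 for H2-Ab1. Tgfb1 had too few counts for the edgeR test, with a mean log2(CPM + 1) of 1.01 in Con, 0.928 in PD and 0.281 in Comb. All 3 Comb tumors lay below all Con tumors (exact permutation p = 0.1, the smallest possible) and 2 of 3 below all PD tumors (p = 0.3). These levels were near the floor, with 8 counts in Comb replicate 1 and 0 in Comb replicates 2 and 3.

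Several macrophage genes and a muscle gene were chosen after their values were seen. Retnla had 56 to 170 counts in Con, 89 to 901 in PD and 236, 15352 and 440642 in Comb, the last of these 4.01% of the counts of Comb replicate 3, and its log2 fold change from PD to Comb was 8.16 (edgeR, adjusted p = 0.243) and 3.81 without Comb replicate 3. Chil3 changed by 2.90 (adjusted p = 0.243), with all 3 Comb tumors above all PD tumors (exact permutation p = 0.1), Ccl8 by 4.77 (0.243) and Arg1 by 1.58 (0.48), with −1.46 for Arg1, 1.73 for Chil3 and 1.95 for Ccl8 without Comb replicate 3. Acta1 changed by 5.81 (adjusted p = 0.254), with 9.50 without PD replicate 1 and 2.57 without Comb replicate 3. With DESeq2 the adjusted p was 0.00177 for Retnla, 0.00277 for Chil3 and 0.0102 for Ccl8, and over all alternatives it was between 0.00177 and 0.645, 0.00277 and 0.645, and 0.0102 and 0.645.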
